# Vascular cell-adhesion molecule 1 (VCAM-1) regulates JunB-mediated IL-8/CXCL1 expression and pathological neovascularization

**DOI:** 10.1038/s42003-023-04905-z

**Published:** 2023-05-13

**Authors:** Geetika Kaur, Deepti Sharma, Shivantika Bisen, Chandra Sekhar Mukhopadhyay, Katherine Gurdziel, Nikhlesh K. Singh

**Keywords:** Angiogenesis, Retinopathy of prematurity

## Abstract

Vascular adhesion molecules play an important role in various immunological disorders, particularly in cancers. However, little is known regarding the role of these adhesion molecules in proliferative retinopathies. We observed that IL-33 regulates VCAM-1 expression in human retinal endothelial cells and that genetic deletion of IL-33 reduces hypoxia-induced VCAM-1 expression and retinal neovascularization in C57BL/6 mice. We found that VCAM-1 via JunB regulates IL-8 promoter activity and expression in human retinal endothelial cells. In addition, our study outlines the regulatory role of VCAM-1-JunB-IL-8 signaling on retinal endothelial cell sprouting and angiogenesis. Our RNA sequencing results show an induced expression of CXCL1 (a murine functional homolog of IL-8) in the hypoxic retina, and intravitreal injection of VCAM-1 siRNA not only decreases hypoxia-induced VCAM-1-JunB-CXCL1 signaling but also reduces OIR-induced sprouting and retinal neovascularization. These findings suggest that VCAM-1-JunB-IL-8 signaling plays a crucial role in retinal neovascularization, and its antagonism might provide an advanced treatment option for proliferative retinopathies.

## Abstract (web summary)

VCAM-1-JunB-IL-8 signaling are shown to play a crucial role in ischemic neovascularization by regulating sprouting angiogenesis in human retinal endothelial cells

## Introduction

Retinal neovascularization is an underlying pathological cause of vision impairment and blindness in retinal vein occlusion (RVO), retinopathy of prematurity (ROP), wet age-related macular degeneration, and diabetic retinopathy (DR). These differential ocular diseases are linked with different age groups^1^. ROP with retinal neovascularization primarily afflicts preterm infants and causes blindness in children. During retinal neovascularization, abnormal blood vessels extend to the retinal surface and vitreous by forming sprouts and branches, resulting in neovascularization^2^. Conventional therapeutic regimens for these diseases include laser ablation and anti-VEGF therapies^1,3^. The anti-VEGF therapies are effective but are often associated with macular edema, reduced night vision, tractional detachment, and atrophy^4–6^. Therefore, considering the clinical issues related to the anti-VEGF therapies, investigation of other effective mediator(s) could potentially open advanced therapeutic avenues in neovascularization-associated retinopathies.

Several angiogenic cytokines, interleukins, growth factors, adhesion molecules, and inflammatory mediators have been implicated in the progression of ocular diseases^7,8^. Adhesion molecules such as intracellular cell adhesion molecules (ICAM-1), and vascular cell adhesion molecule (VCAM-1) are suggested as the main drivers of neovascularization in diabetic retinopathy (DR)^9^. VCAM-1, an inducible transmembrane glycoprotein is mostly expressed in endothelial cells^10,11^. Various pro-inflammatory cytokines, reactive oxygen species (ROS), high glucose concentration, shear stress, toll-like receptor agonists, and oxidized low-density lipoprotein induce VCAM-1 expression^12^. VCAM-1 consists of a cytosolic domain, a transmembrane domain, and an extracellular domain^13^. A study has shown that VCAM-1 plays a pro-angiogenic role in oxidative stress-induced neovascularization. During inflammatory responses, binding of ligands to VCAM-1 activates endothelial cells leading to activation of calcium fluxes and Rac1, which further activates nicotinamide adenine dinucleotide phosphate (NADPH) oxidase 2, resulting in ROS generation^14^. It was also shown that hyperglycemia and hyperlipidemia induce the expression of VCAM-1 in mice retinal vessels^15^. Many studies have suggested the relevance of VCAM-1 in angiogenesis. It has been reported that serum VCAM-1 level correlates with the microvessel density, and it was suggested that serum VCAM-1 level might be used as a marker for angiogenesis in breast cancer^16^. This report was further backed by the findings that overexpression of VCAM-1 induces microvessel density in gastric cancer^17^. It was also suggested that VCAM-1 and α4β1 integrin (VLA-4) induces angiogenesis by promoting the intracellular adhesion between endothelial cells and pericytes. Furthermore, the administration of anti-VCAM-1 antibody reduces matrigel plug angiogenesis in murine models^18^. It was also shown that exposure to anti-VCAM-1 antibody attenuated IL-4 and IL-13-induced tube formation in human microvascular endothelial cells^19^. Although studies have suggested that VCAM-1 might have a role in angiogenesis, nothing is known regarding the direct role of VCAM-1 on angiogenic signaling and pathological retinal neovascularization.

IL-33 belongs to IL-1 family of cytokines and is an emerging regulator of inflammatory diseases. It is mainly expressed in epithelial cells, endothelial cells, and fibroblasts. Studies from our lab and others have shown that IL-33 induces angiogenesis in endothelial cells^20,21^. Contrary to it, few reports have also reported that IL-33 attenuates ocular angiogenesis^22^. Contrasting reports are present in the literature suggesting a proangiogenic and anti-angiogenic role of IL-33. However, the role of IL-33 in angiogenesis remains obscure. Based on this background, the present study aimed to evaluate the functional significance of IL-33 induced VCAM-1 signaling on pathological angiogenesis in hypoxic/ischemic retinopathies.

## Results

### Expression of VCAM-1 is increased in ischemic retina

Retinal neovascularization is a clinical manifestation of retinopathy of prematurity, diabetic retinopathy, and other ischemic/hypoxic retinopathies. Retinal ischemia is a common attribute that leads to retinal neovascularization in these retinopathies. It has also been shown that oxidative stress-induced expression of endothelial cell adhesion molecules promotes a proangiogenic environment in the eye leading to retinal neovascularization^23^. Therefore, we looked for the expression of endothelial cell adhesion molecules in the murine model of oxygen-induced retinopathy (OIR) (Fig. 1a). In the OIR model, mouse pups are exposed to hyperoxia (75% oxygen) from P7 to P12, resulting in regression and cessation of normal radial vessels. This cascade of events mimics the first phase of retinopathy of prematurity (ROP). From P12 to P17, these pups are returned to ambient air (normoxia), which leads to the generation of relative hypoxia in nonperfused regions of the retina, which results in retinal neovascularization. This phase of OIR emulates certain outcomes of proliferative diabetic retinopathy, and is comparable to the second phase of ROP.

**Fig. 1:**
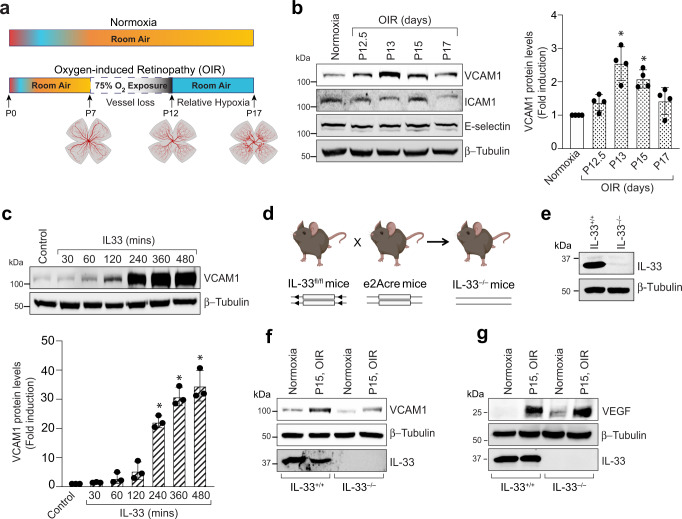
OIR induces VCAM-1 levels in retinal endothelial cells. **a** Schematic illustration describing the murine OIR model. The C57BL/6 mice pups were exposed to 75% oxygen from P7 to P12, and then returned to room air. **b** At various periods of relative hypoxia, eyes were enucleated, retinas isolated, tissue extracts made and analyzed by Western blotting for VCAM-1, ICAM1, and E-selectin levels using their specific antibodies and normalized to β-tubulin. The bar graph in panel (**b**) show the quantitative analysis of 4 independent experiments (*n* = 4), expressed as Mean ± SD. **c** an equal amount of protein from control and the indicated time periods of IL-33 (20 ng/ml) treated HRMVECs were analyzed by Western blotting for VCAM-1 levels and normalized to β-tubulin. The bar graph in panel (**c**) show the quantitative analysis of 3 independent experiments (*n* = 3), expressed as Mean ± SD. **d** A Schematic diagram of breeding strategy for the generation of IL-33 knockout mice. **e** Eyes from IL-33^+/+^ and IL-33^−/−^ pups were enucleated, retinas isolated, and extracts were analyzed for IL-33 levels by Western blotting and normalized to β-tubulin. **f**, **g** At P15 (post 72-hour hypoxia), retinal extracts from IL-33^+/+^ and IL-33^−/−^ mice pups were analyzed by Western blotting for indicated proteins and normalized to β-tubulin. *P < 0.05 vs normoxia or control. Figure 1a & d were created with BioRender.com.

The retinal tissue of C57BL/6 mice exposed to OIR was collected from various periods of relative hypoxia and analysed for various endothelial adhesion molecules (VCAM-1, ICAM-1 and E-selectin). We observed an induced expression of VCAM-1 in the hypoxic retina at all time points as compared to normoxia (Fig. 1b). However, no significant regulation was observed in the expression of ICAM-1 in the hypoxic retina. We have previously shown that OIR induces IL-33 expression in hypoxic mice retina, and a study has reported a role for IL-33 in atherosclerotic lesion development via promoting MCP-1 and adhesion molecules expression in the endothelium^24^. Therefore, we next studied the effect of IL-33 on endothelial adhesion molecules expression in human retinal microvascular endothelial cells (HRMVECs). The VCAM-1 expression was induced by IL-33 in HRMVECs (Fig. 1c). We next generated IL-33 knockout mice to understand the role of IL-33 deletion on VCAM-1 expression in retina (Fig. 1d). The genetic deletion of IL-33 leads to a complete loss of IL-33 levels in the whole retinal lysate (Fig. 1e). Furthermore, we also observed that depletion of IL-33 reduces OIR-induced VCAM-1 levels in hypoxic retina (Fig. 1f). Increased vascular endothelial growth factor (VEGF) expression has been observed in the retinas of mice subjected to OIR^25^, and VEGF has been shown to regulate VCAM-1 expression in the retina^26^. As a result, we looked for the role of IL-33 in OIR-induced VEGF levels in mice retinas and observed that IL-33 depletion has no significant effect on OIR-induced VEGF levels (Fig. 1g). Our previous study showed that genetic deletion of IL-33 reduces retinal neovascularization in C57BL/6 mice^21^. A study reported significantly higher vitreous levels of vascular cell adhesion molecule (VCAM-1) in patients with proliferative diabetic retinopathy^27^. Therefore, understanding the direct involvement of VCAM-1 controlled signaling in pathological retinal neovascularization may thus offer up advanced therapeutic approaches for proliferative retinopathies.

### NF-κB mediated VCAM-1 expression regulates IL-33-induced angiogenic events in human retinal endothelial cells

Recent reports have shown that VCAM-1 levels are associated with tumor angiogenesis and metastasis^28^. To decipher the functional significance of VCAM-1 levels in the hypoxic retina, we next investigated the role of VCAM-1 on IL-33 induced sprouting, migration, and tube formation of HRMVECs. The effect of VCAM-1 on IL-33-induced tip cell formation and tube formation was evaluated using a 3 dimensional (3-D) sprouting assay and growth factor reduced matrigel assay, respectively. The modified Boyden Chamber and endothelial cell wound healing assay was used to measure HRMVECs migration. VCAM-1 depletion using its siRNA attenuated IL-33 induced migration, wound healing, tube formation, and sprouting of HRMVECs (Fig. 2a–e).

**Fig. 2:**
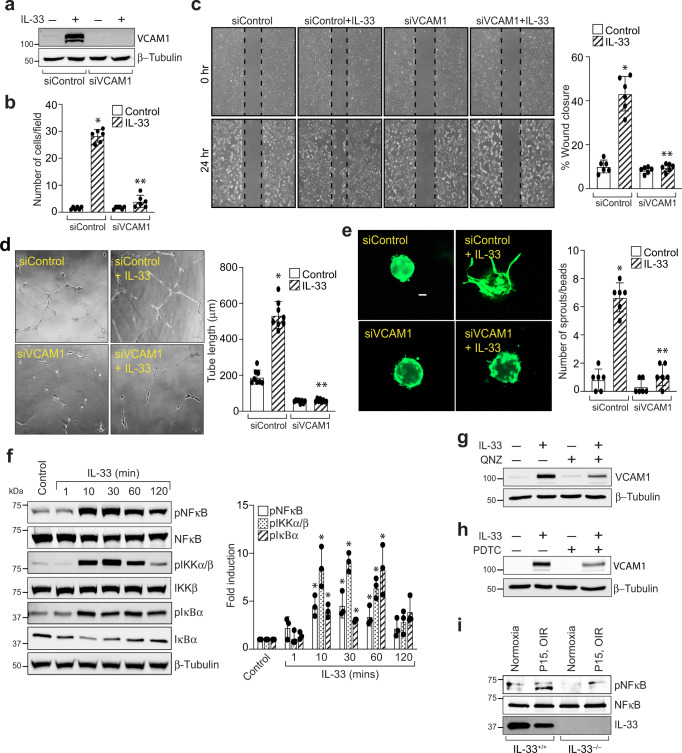
VCAM-1 mediates IL-33-induced angiogenic events in HRMVECs. **a** HRMVECs were transfected with control siRNA (siControl) or VCAM-1 siRNA (siVCAM-1), after 48 h cell extracts were prepared and analyzed for VCAM-1 levels by Western blotting and normalized to β-tubulin. **b**–**e** All the condition are same as in panel a, except that the cells were analyzed for IL-33 (20 ng/mL)-induced migration (**b**), wound healing (**c**), tube formation (**d**), and sprouting assay (**e**). **f** Cell extracts treated with various time periods of IL-33 (20 ng/mL), and were analyzed by Western blotting for the indicated proteins. **g**, **h** Quiescent HRMVECs were first treated with QNZ (10 μM, NFκB inhibitor) or PDTC (10 μM, NFκB inhibitor) for 30 min, followed with or without IL-33 (20 ng/mL) treatment for 8 h. The cell lysates were prepared and analysed for VCAM-1 levels by Western blotting and normalized to β-tubulin. **i** At P15, the retinal tissue extracts from IL-33^+/+^ and IL-33^−/−^ mice pups subjected to normoxia and hypoxia were analyzed for indicated proteins by Western blotting. *n* = 6 (**b**, **c**, **d**, **e**) or *n* = 3 (**f**) biologically independent samples per group, expressed as Mean ± SD. *P < 0.05 vs control or siControl, **p < 0.05 vs siControl + IL-33. Scale bar represents 50 μm in panel (**e**).

The role of NF-κB signaling has been implicated in LPS-induced VCAM-1 expression in Human aortic endothelial cells^29^. Therefore, we looked for the role of NF-κB signaling on IL-33-induced VCAM-1 expression in HRMVECs. IL-33 induces the phosphorylation of IKKα/β, IκBα, and NF-κB in HRMVECs (Fig. 2f), and blockade of NF-κB activation by QNZ (4-N-[2-(4-Phenoxyphenyl) ethyl]-1,2-dihydroquinazoline-4,6-diamine) and PDTC (Pyrrolidine dithiocarbamate ammonium), attenuated IL-33-induced VCAM-1 expression in HRMVECs (Fig. 2g & h). We also observed that hypoxia induced NF-κB activation in retina, and genetic depletion of IL-33 reduced NF-κB activation in retina (Fig. 2i).

### VCAM-1 regulates IL-33-induced expression of angiogenic protein IL-8

To understand the VCAM-1 signaling that regulates angiogenesis in HRMVECs, we used a protein profiler human angiogenesis array kit. For this, HRMVECs were transfected with control and VCAM-1 siRNA and treated with IL-33 for 8 h. We observed an increased expression of IL-8 by IL-33 and downregulation of VCAM-1 level with its siRNA attenuated IL-8 expression in HRMVECs (Fig. 3a). To confirm our observation, we evaluated the effect of IL-33 on IL-8 expression, both at mRNA and protein levels in HRMVECs. We observed a significant increase in IL-8 expression at both mRNA and protein levels by IL-33 in HRMVECs (Fig. 3b & c). In addition, siRNA -mediated depletion of VCAM-1 levels attenuated IL-33-induced IL-8 expression at both mRNA and protein levels in HRMVECs (Fig. 3d & e). We also observed that VCAM-1 depletion has no effect on VEGF levels in HRMVECs (Fig. 3e). Furthermore, NF-κB inhibitors QNZ and PDTC also blocked IL-33-induced IL-8 expression in HRMVECs (Fig. 3f & g). These findings also signify the importance of NF-κB-VCAM-1 signaling in IL-33-induced IL-8 expression in HRMVECs.

**Fig. 3:**
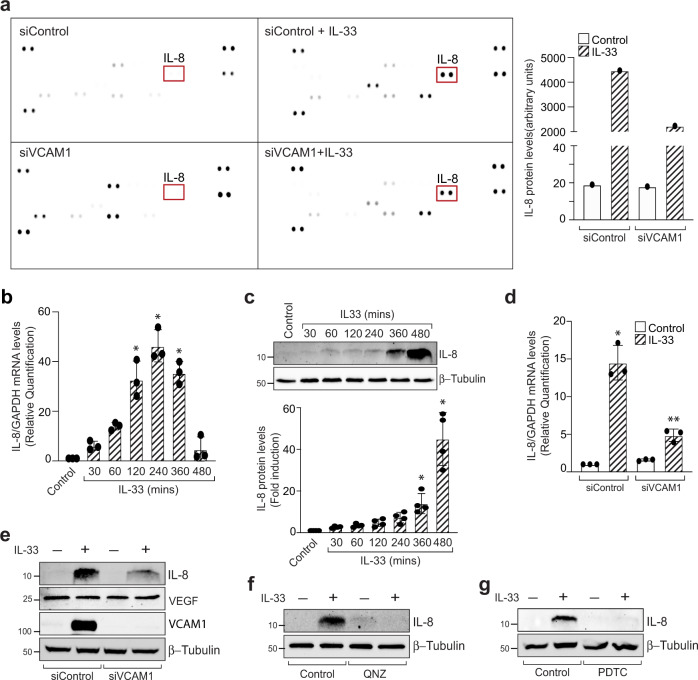
VCAM-1 regulates IL-33-induced IL-8 expression in HRMVECs. **a** HRMVECs were transfected with control siRNA (siControl) or VCAM-1 siRNA (siVCAM-1), quiesced, treated with or without IL-33 (20 ng/mL) for 8 h, cell extracts were prepared and equal amount of protein from the mentioned groups were analysed for angiogenic genes using proteome profiler human angiogenesis array kit. **b**, **c** Quiescent HRMVECs were treated with IL-33 (20 ng/mL) for the indicated time periods and total cellular RNA and cell extracts were prepared and analysed by QRT-PCR and western blotting, respectively for IL-8 expression. **d**, **e** HRMVECs were transfected with control siRNA (siControl) or VCAM-1 siRNA (siVCAM-1), quiesced, total cellular RNA and cell extracts were prepared and analysed by QRT-PCR for IL-8 and by western blotting for the indicated proteins. **f**, **g** Quiescent HRMVECs were first treated with QNZ (10 μM, NFκB inhibitor) or PDTC (10 μM, NFκB inhibitor) for 30 min, followed with or without IL-33 (20 ng/mL) treatment for 8 h. The cell lysates were prepared and analysed for IL-8 levels by Western blotting and normalized to β-tubulin. *n* = 3 (**b**, **d**) or *n* = 4 (**c**) biologically independent samples per group, expressed as Mean ± SD. *P < 0.05 vs control or siControl, **p < 0.05 vs siControl + IL-33.

IL-8 is an emerging regulator of angiogenesis and an elevated levels of IL-8 were observed in the vitreous of proliferative diabetic retinopathy patients^30^. To understand the functional significance of IL-33-induced IL-8 expression in HRMVECs, we evaluated the effect of IL-8 depletion on IL-33-induced migration, tube formation, and sprouting of HRMEVCs. We observed a significant reduction in IL-33-induced cell migration, wound healing, tube length, and the number of sprouts per bead in IL-8 siRNA transfected cells compared to control siRNA groups (Fig. 4a–e). The VEGF expression is unaffected by IL-8 depletion in HRMVECs (Fig. 4a).

**Fig. 4:**
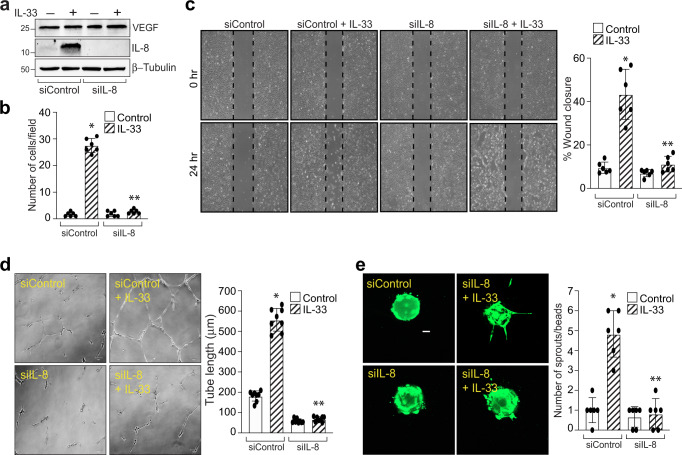
IL-8 mediates IL-33-induced angiogenic events in HRMVECs. **a** HRMVECs were transfected with control siRNA (siControl) or IL-8 siRNA (siIL-8), after 48 h cell extracts were prepared and analysed for VEGF, and IL-8 levels by Western blotting and normalized to β-tubulin. **b**–**e** All the condition were same as in panel a, except that the cells were analyzed for IL-33 (20 ng/mL)-induced migration (**b**), wound healing (**c**), tube formation (**d**), and sprouting assay (**e**). *n* = 6 (**b**, **c**, **d**, **e**) biologically independent samples per group, expressed as Mean ± SD. *P < 0.05 vs siControl, **p < 0.05 vs siControl + IL-33. Scale bar represents 50 μm in panel **e**.

### VCAM-1 via JunB regulates IL-8 promoter activity and expression in HRMVECs

Soluble VCAM-1 is suggested to be a mediator of angiogenesis with few recent reports underlying its importance as a marker of angiogenesis in breast cancer^16,31^. Till now, VCAM-1 is shown to regulate endothelial-leukocyte interactions, and very little is known regarding the role of VCAM-1 in pathological angiogenesis. To understand how IL-33-induced VCAM-1 regulates IL-8 expression, we carried out the sequence analysis of the full-length human IL-8 promoter and found that it has one putative activator protein 1 (AP-1) binding motif at −221 nt (Fig. 5a). The IL-8 promoter region consisting of −342 to +59 promoter sequences were subcloned into pGL3 basic vector, HRMVECs were transfected with clones, treated with and without IL-33 for 6 h and luciferase activity was measured. The IL-33 treatment resulted in a 5-fold increase in the luciferase activity with pGL3-hIL-8 (0.44 kb) promoter construct (Fig. 5b), suggesting that AP-1 element at −221 nt is sufficient for IL-33-induced IL-8 promoter activity. To determine the AP-1 components involved in IL-33-induced IL-8 expression, we next studied the time course effects of IL-33 on the expression of various AP-1 subunits (Fos and Jun families of proto-oncogenes) in HRMVECs. As shown in Fig. 5c, exposure of HRMVECs to IL-33 significantly induces the expression of JunB with little or no effect on other Fos and Jun family of proto-oncogenes. We next looked for the role of VCAM-1 on IL-33-induced JunB expression in HRMVECs. The depletion of VCAM-1 level by its siRNA, resulted in a significant reduction in the expression of JunB in HRMVECs (Fig. 5d). JunB is a member of the AP-1 transcriptional factor and is shown to be involved in the formation of fetomaternal circulatory system^32^. Therefore, we next looked for the role of JunB on IL-33-induced IL-8 promoter activity and expression. The siRNA-mediated downregulation of JunB levels attenuated IL-33-induced IL-8 promoter activity and expression, but did not affect VEGF expression in HRMVECs (Fig. 5e & f).

**Fig. 5:**
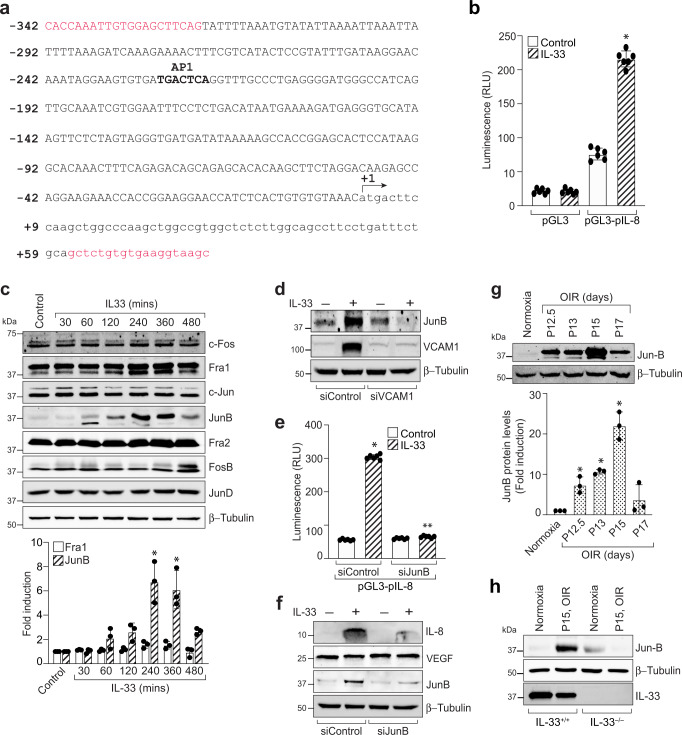
JunB regulates IL-33-induced IL-8 promoter activity. **a** IL-8 promoter encompassing from −342 to +59 nt (401 kb) was cloned into pGL3-basic vector and sequenced. **b** HRMVECs were transfected with pGL3-basic vector or pGL3-IL-8 promoter (401 kb), growth-arrested, and treated with or without IL-33 (20 ng/mL) for 6 h, and the luciferase activities were measured. **c** Quiescent HRMVECs were treated with or without IL-33 (20 ng/mL) for various time periods and analysed by Western blotting for indicated proteins and normalized to β-tubulin. **d** HRMVECs were transfected with control siRNA (siControl) or VCAM-1 siRNA (siVCAM-1), quiesced, treated with or without IL-33 (20 ng/mL) for 6 h, cell extracts were prepared and analysed by Western blotting for JunB levels, and the blot was reprobed for VCAM-1 and β-tubulin to show the effects of siRNA on its target and off target molecules. **e** HRMVECs were transfected with pGL3-basic vector or pGL3-IL-8 promoter (1.215 kb) in combination with control siRNA (siControl) or JunB siRNA (siJunB), growth-arrested, and treated with and without IL-33 (20 ng/mL) for 6 h, and the luciferase activities were measured. **f** HRMVECs were transfected with control siRNA (siControl) or JunB siRNA (siJunB), quiesced, treated with or without IL-33 (20 ng/mL) for 8 h, cell extracts were prepared and analysed by Western blotting for the indicated proteins. **g** C57BL/6 mice pups were exposed to 75% oxygen and at various time periods of relative hypoxia, eyes were enucleated, retinas isolated, tissue extracts made and analysed by Western blotting for JunB levels using their specific antibodies and normalized to β-tubulin. **h** At P15, the retinal tissue extracts from IL-33^+/+^ and IL-33^−/−^ mice pups subjected to normoxia and hypoxia were analyzed for indicated proteins by Western blotting. *n* = 6 (**b**, **e**) or *n* = 3 (**c,** **g**) biologically independent samples per group, expressed as Mean ± SD. *P < 0.05 vs normoxia or control or siControl, **p < 0.05 vs siControl + IL-33.

To test whether IL-33-induces VCAM-1-JunB signaling in a murine model of oxygen-induced retinopathy (OIR), we studied the effect of OIR (relative hypoxia) on JunB expression in the retina. We observed an induced expression of JunB in the hypoxic retina (Fig. 5g) and genetic deletion of IL-33 attenuated hypoxia-induced JunB expression in the retina (Fig. 5h). We next tested the role of JunB on IL-33-induced angiogenic events in HRMVECs. siRNA mediated JunB depletion attenuated IL-33-induced HRMVEC migration, wound healing, tube length, and sprouting (Fig. 6a–e).

**Fig. 6:**
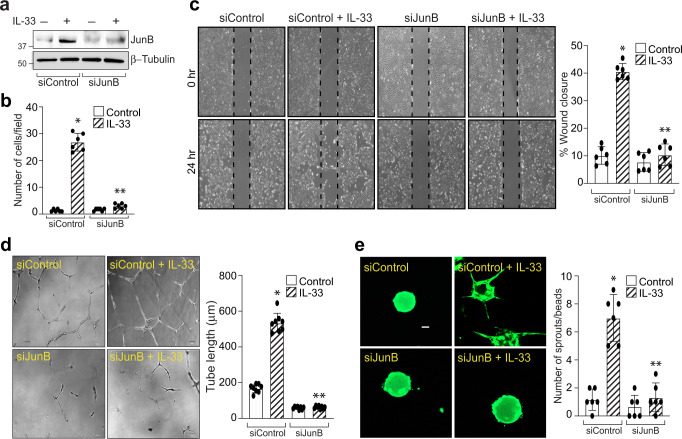
JunB mediates IL-33-induced angiogenic events in HRMVECs. **a** HRMVECs were transfected with control siRNA (siControl) or JunB siRNA (siJunB), after 48 h cell extracts were prepared and analysed for JunB levels by Western blotting and normalized to β-tubulin. **b**–**e** All the condition are same as in panel (**a**), except that the cells were analyzed for IL-33 (20 ng/mL)-induced migration (**b**), wound healing (**c**), tube formation (**d**), and sprouting assay (**e**). *n* = 6 (**b**, **c**, **d**, **e**) biologically independent samples per group, expressed as Mean ± SD. *P < 0.05 vs siControl, **p < 0.05 vs siControl + IL-33. Scale bar represents 50 μm in panel (**e**).

### VCAM-1 regulate OIR-induced CXCL1 expression and pathological retinal neovascularization in murine retina

Our observations suggested a role for VCAM-1 in IL-33-induced IL-8 expression in HRMVECs. 

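The count table lists these mouse genes by symbol, and their positions are taken from the GENCODE vM21 annotation of GRCm38. Cxcl1 lies on chromosome 5 from 90891241 to 90893115, on the plus strand, with 4 exons in its longest annotated form. Cxcl2 follows it on the same strand from 90903871 to 90905938, and Cxcl5 precedes both from 90759360 to 90761624. Each of them is annotated as protein coding, and no other annotated gene overlaps any of the 3 on either strand.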

The rodents do not express a direct homologs of IL-8, but CXCL1, CXCL2, and CXCL5-6 are considered functional homologs of IL-8 in rodents^33^. Therefore, we performed mRNA sequencing of retinal samples from normoxia and 3 days post hypoxia/OIR to understand the role of these functional homologs in pathological retinal neovascularization. 

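The sequencing covered 3 retinal libraries labelled WT in normoxia and 3 labelled WT in OIR, all at postnatal day 15. The pups of the OIR group had spent postnatal days 7 to 12 in 75% oxygen and then 3 days in room air. The paper's text does not say how many animals each library holds. In the QuantSeq libraries that the methods describe, reads come from the 3' end of polyadenylated transcripts, so a gene's reads do not grow with the length of its transcript. The authors aligned the reads with STAR, counted them per gene with htseq-count and deposited the counts without normalization, for 35976 gene symbols. The methods name no version, gene annotation or strand setting for the counting, so that counts of genes overlapping another gene are uncertain. Reads counted on genes numbered 5631795, 22815830 and 4617509 in normoxia replicates 1, 2 and 3, with a median of 5631795. In OIR replicates 1, 2 and 3 they numbered 4049035, 5263024 and 5657873, with a median of 5263024. Normoxia replicate 2 held 4.03 times the reads of the next largest library, on 17975 genes. The limit that a count of 0 allows, 3 reads, equalled 0.131 CPM (counts scaled to a common library size) in normoxia replicate 2 and 0.741 CPM in OIR replicate 1, the shallowest of the 6 libraries. The paper describes no molecular identifiers for these reads, so such limits cover counting error only. Between replicates, counts of the same gene differed by more than sampling noise, with a chi-square per degree of freedom of 4.65 to 9.34 in normoxia. In OIR it was 5.15 between replicates 1 and 2, and 14.0 and 13.2 between replicate 3 and each of them.

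Counts were normalized by edgeR's TMM method, and edgeR's quasi-likelihood test was fitted to these 6 libraries over the 22853 genes with at least 1 read in them. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. The test shares information on the spread between genes, so its p-values and standard errors can understate the spread of a gene's own replicates. Levels are CPM on the TMM scale. Exact permutation tests between 3 libraries and 3 are two-sided and cannot give a p under 0.1. In counts simulated from these libraries, 200 of 22119 genes were changed, drawn from those with a mean of at least 10 counts. The test recovered 58% of the genes changed by 1 on the log2 scale and 83% of those changed by 2, with 5 false calls. The recovery does not cover genes with fewer reads. Each simulated gene had the spread usual for its level, so the false calls do not cover genes that vary more between replicates. The same table holds 6 libraries labelled Casp1 KO, which the paper's text does not mention and which did not enter these fits. Reads of Casp1 went against those labels, with 7 reads in the 6 libraries labelled WT and 126 in the 6 labelled Casp1 KO.

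**Figure D1:**
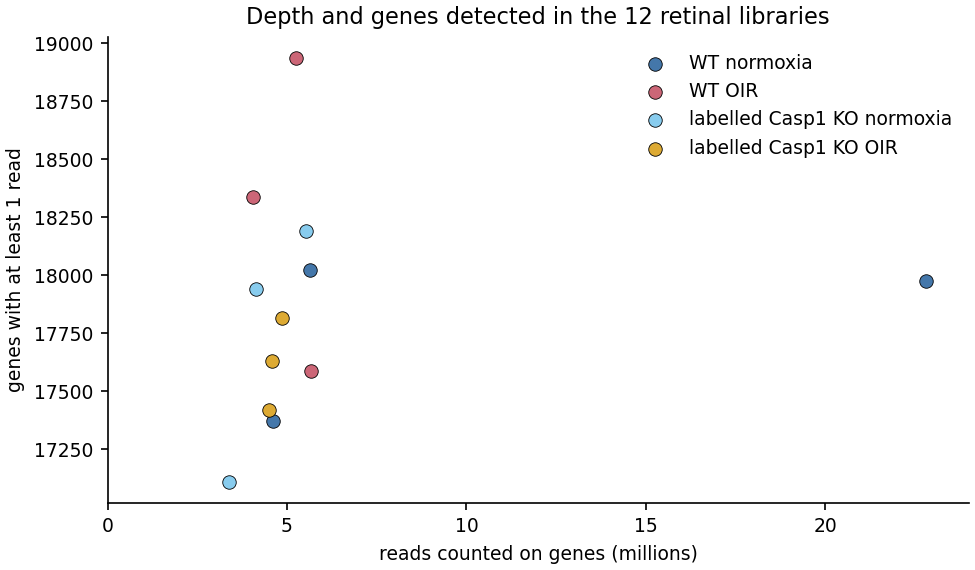
Number of genes with at least 1 read (vertical axis) against reads counted on genes (horizontal axis), 1 point per library, coloured by the labelled group. WT normoxia replicate 2 stands apart in depth but not in the number of genes, 17975 against 17111 to 18937 over the 12 libraries.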

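Between OIR and normoxia in the libraries labelled WT, 886 genes had an adjusted p under 0.05, of which 362 were higher and 524 lower in OIR. For 818 of them (92.3%) the CPM of the 3 OIR libraries did not overlap those of the 3 normoxia libraries. Among all genes tested, where chance gives 10%, the share without overlap was 16.7%. A further requirement of an absolute log2 fold change of at least 1 left 309 genes, 185 higher and 124 lower, and among the other ways of fitting the counts the filterByExpr filter on low counts moved the number most, to 586. Without normoxia replicate 1, 2 or 3 the number was 545, 580 or 581. Among the genes with the smallest p-values of those 309, without overlap between the groups, were Apln, S100a6, Acta2, Drd4 and Rhoj of the higher ones and Spc25, Mobp, Xist and Ndrg4 of the lower ones.

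Apln, on chromosome X of GRCm38 from 48025146 to 48034853, encodes apelin and had 31.3 ± 11.0 CPM (SD, n = 3) in OIR and 3.72 ± 2.16 (SD, n = 3) in normoxia. Its log2 fold change was 3.26 (standard error 0.320, adjusted p = 8.049e-21, edgeR's quasi-likelihood test). S100a6, on chromosome 3 from 90612882 to 90624181, rose from 16.4 ± 0.109 CPM (SD, n = 3) to 66.5 ± 4.28, with a log2 fold change of 2.01 (standard error 0.202, adjusted p = 9.196e-20 from the same test). The log2 fold changes of Acta2, Rhoj and Drd4 were 3.42, 1.64 and 1.09. Mobp, which changed by -3.71 and is overlapped by Gm38642 on its strand, also stood low in the libraries labelled Casp1 KO in normoxia, with 0, 1 and 6 reads. Spc25, on chromosome 2 from 69193895 to 69206194, fell from 332 ± 7.90 CPM (SD, n = 3) to 97.6 ± 21.4, a log2 fold change of -1.78 (standard error 0.137, adjusted p = 1.236e-34). Ndrg4 changed by -1.51. For Xist, which is transcribed from the inactive X chromosome of female cells and overlaps Tsix on the other strand, the 3 OIR libraries held 1772, 16 and 659 reads. Its log2 fold change of -1.42 had an adjusted p of 1.155e-24, and the call was lost with DESeq2 (adjusted p 0.763), with the filterByExpr filter (0.314) and with at least 10 counts in every library (0.274). Without OIR replicate 1 or 2 its log2 fold change moved to -3.001 or -0.83. Each of the other 8 genes kept an adjusted p under 0.05 under every setting that gave it a value, leaving out each library in turn included.

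**Figure D2:**
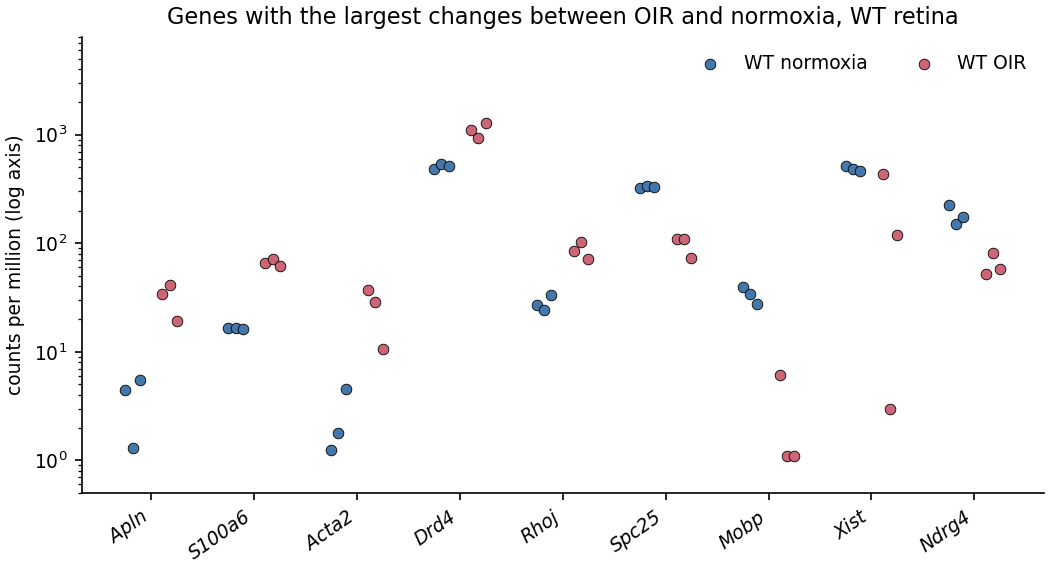
CPM (logarithmic axis) of these 9 genes in the libraries labelled WT, 1 point per library, 3 in normoxia and 3 in OIR. For each gene the 3 points of one group lie above the 3 of the other, and the OIR points of Xist spread the most, from 2.95 to 434 CPM.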

All the genes which were significantly up-regulated or down-regulated in response to oxygen-induced retinopathy were represented as a heat map (Fig. 7a–c). We observed an increased expression of CXCL1 in the hypoxic retina as compared to normoxia (Fig. 7b & c). 

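In the libraries labelled WT, 3 reads of Cxcl1 were counted, all of them in OIR replicate 1. The other 2 OIR libraries and the 3 normoxia libraries held 0 reads. As no library exceeded 3 reads, no fold change can be given for Cxcl1 at this depth. Over the 33065134 reads of the normoxia libraries taken together, a count of 0 allows up to 0.0907 CPM. The quasi-likelihood test of edgeR gave an unadjusted p of 0.146 and an adjusted p of 0.554 for Cxcl1, which ranked 5953 among the genes tested. Adjusted over the list alone, that is over the genes of Fig. 7b and the IL-8 homologs, its adjusted p was 0.274. The exact permutation test of its CPM gave p = 1, a value that is fixed when the reads lie in 1 library and so tests nothing. Across the 9 other ways of fitting these counts that gave Cxcl1 an adjusted p, it ranged from 0.385 with the likelihood ratio test to 0.950 with the replicate number as a block. Without OIR replicate 1 there were no reads to test. Pooling reads within each condition, 3 of 14969932 reads in OIR against 0 in normoxia gave p = 0.0303 in Fisher's exact test, which compares these libraries and not the conditions, since the 3 reads came from 1 library.

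Of Cxcl2, 6 reads were counted, all in OIR replicate 2. Its unadjusted p was 0.0941 and its adjusted p 0.500 with edgeR's quasi-likelihood test. No read of Cxcl5 was counted in the 6 libraries, so a difference in it was not detectable at this depth. The paper sequenced the retinas because rodents carry functional homologs in place of IL-8, and from Fig. 7b and c it states that CXCL1 expression was increased in the hypoxic retina.

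**Figure D3:**
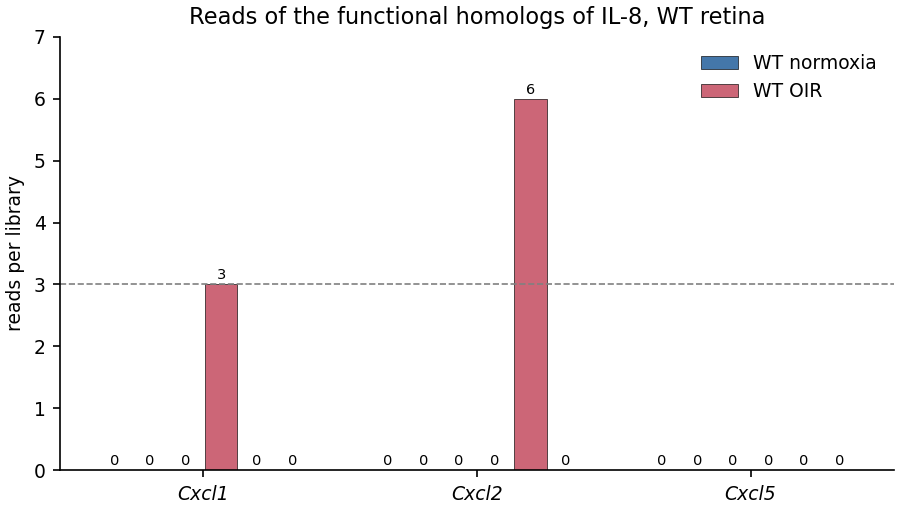
Reads of Cxcl1, Cxcl2 and Cxcl5 in each of the 6 libraries labelled WT, with the number above each bar and a dashed line at 3 reads, the limit that a count of 0 allows. Cxcl1 has 3 reads in 1 OIR library, Cxcl2 has 6 in another, and every other bar is at 0.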

To further validate the RNA sequencing data, we studied the time-course effect of hypoxia/OIR on CXCL1 expression in the retina and observed a time-dependent induction in CXCL1 expression in the hypoxic retina, which was maximum at 72-hour post hypoxia and then starts to go down (Fig. 7d).

**Fig. 7:**
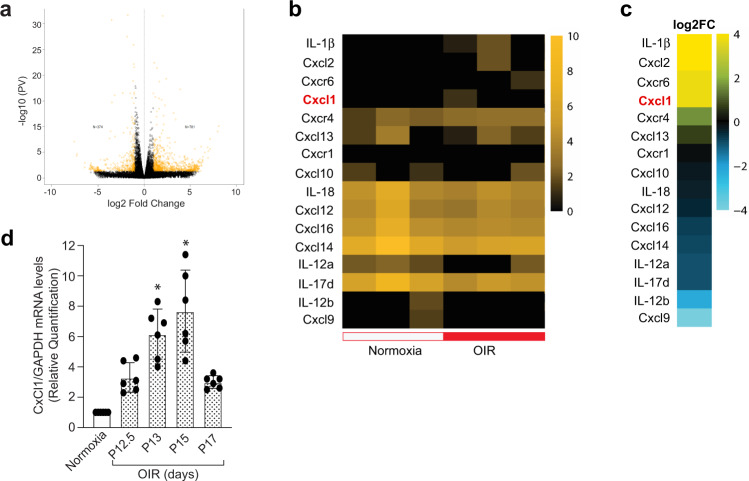
mRNA sequencing of retinal samples shows increased expression of CXCL1 (IL-8 functional homolog) in the hypoxic retina. The C57BL/6 mice pups were exposed to 75% oxygen from P7 to P12 and then returned to room air. At P15, eyes from normoxia and 3 days post OIR/hypoxia were enucleated, retinas isolated, and total cellular RNAs were extracted and subjected to mRNA sequencing. **a** Volcano plot shows the number of genes (represented as yellow dots) that are significantly upregulated or downregulated in the hypoxic retina compared to normoxia. **b** Heatmap showing the expression profile of CXCL and its related genes in normoxia and hypoxia. **c** The genes that were significantly upregulated or downregulated in hypoxia compared to normoxia are presented as fold change. **d** At various periods of relative hypoxia, eyes were enucleated from C57BL/6 mice, retinas were isolated, and total RNA was extracted and analyzed for CXCL1 and GAPDH mRNA levels by QRT-PCR. *n* = 6 (**d**) biologically independent samples per group, expressed as Mean ± SD. *P < 0.05 vs normoxia.

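The coloured points of the volcano plot begin near an absolute log2 fold change of 1. With that threshold and an unadjusted p under 0.05, edgeR's quasi-likelihood test selected 934 genes in the libraries labelled WT, 613 higher and 321 lower in OIR. One of the 2 groups had no more than 3 reads in any library for 286 of them, so that their fitted fold changes depend on the prior count. The groups did not overlap for 684 (73.2%) of the 934, where chance gives 10% for genes not selected by a difference. The likelihood ratio test in place of the quasi-likelihood test moved the number most upward, to 1572, and requiring 10 counts in every library moved it most downward, to 368.

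Of the 17 genes of Fig. 7b and the IL-8 homologs, 15 had reads in these libraries and were tested, 6 with a higher and 9 with a lower fitted level in OIR. Cxcl14, on chromosome 13 of GRCm38 from 56288643 to 56296551, fell from 56.5 ± 1.37 CPM (SD, n = 3) in normoxia to 31.6 ± 2.13 in OIR. Its log2 fold change was -0.85 (standard error 0.191, adjusted p = 0.000745). Il17d, on chromosome 14 from 57524777 to 57543166, fell from 30.6 ± 3.44 CPM (SD, n = 3) to 15.3 ± 5.07, a log2 fold change of -0.999 (standard error 0.249, adjusted p = 0.00338). These 2 genes passed an adjusted p of 0.05 over all genes, and the same 2 when adjusted over the list alone. The paper presents the genes of its heat map as significantly changed by OIR, and the legend of Fig. 7b names CXCL and related genes. The list may therefore have been chosen at least partly on these samples, so the adjustment over the list alone is not taken as independent evidence. Without normoxia replicate 3 or without OIR replicate 1, the adjusted p of Il17d rose to 0.0549 and 0.0526. Cxcl16, which Zmynd15 overlaps on the other strand, changed by -0.77 on the log2 scale (standard error 0.328) with an unadjusted p of 0.0193 and an adjusted p of 0.235 from edgeR's quasi-likelihood test. Cxcr4 rose from 1.08 ± 0.761 CPM (SD, n = 3) to 3.22 ± 0.185, a log2 fold change of 1.63 (standard error 0.909, adjusted p = 0.463). The fitted log2 fold changes of Cxcl13, Cxcl10, Il18, Cxcl12 and Il12a lay between -0.91 and 0.80, with adjusted p from 0.648 to 0.978. Leaving out 1 library turned the sign for Cxcl13 (-0.067 without OIR replicate 2, against 1.58 without normoxia replicate 2) and for Cxcl10 (0.17 to 0.34 without normoxia replicate 1 or 3 or OIR replicate 1 or 2). Without OIR replicate 2, the log2 fold changes of Il12a, Il18 and Cxcl12 were -0.33, -0.82 and -0.72. That of Il18 was -0.18 without OIR replicate 3, and that of Cxcl12 was -0.19 without normoxia replicate 2. Without OIR replicate 3, no read of Il12a or Cxcl10 was left in OIR. Il1b, which Il1bos overlaps on the other strand, had 2 and 6 reads in OIR replicates 1 and 2 and 0 elsewhere (adjusted p = 0.445). Cxcr6 had 1 and 3 reads in OIR replicates 2 and 3 (adjusted p = 0.544), and Il12b had 4 reads in normoxia replicate 3 (adjusted p = 0.591). Cxcl9 had 5 reads in normoxia replicate 3 and 1 in OIR replicate 2 (adjusted p = 0.759), and Cxcr1 had none in the 6 libraries.

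**Figure D4:**
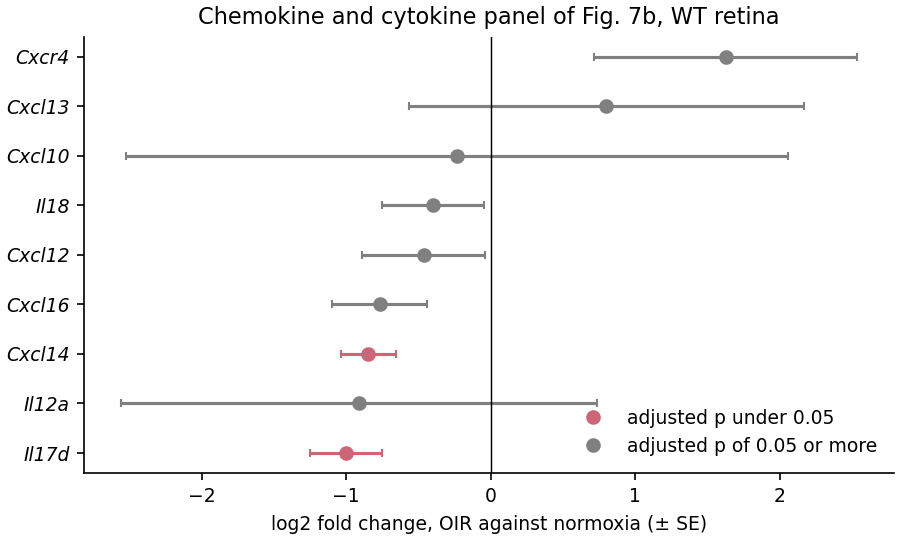
Log2 fold change between OIR and normoxia with its standard error for the 9 genes of the list with more than 3 reads in at least 1 library of each group, from the libraries labelled WT. The 2 genes with an adjusted p under 0.05, Cxcl14 and Il17d, are drawn in red, and the genes of the list that are not drawn have too few reads for a fold change.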

VCAM-1 knockout mice are embryonically lethal due to defects in placental development. Therefore, we used intravitreal injection of VCAM-1 siRNA to assess the importance of VCAM-1 deletion on OIR-induced pathological retinal angiogenesis in mice. We intravitreally injected 0.5 μl of 5% glucose solution containing in vivo-jetPEI® transfection reagent with 1 μg of control or VCAM-1 siRNA at P12 and P14. At P15, eyes were enucleated, retinas isolated, and retinal extracts were made and analyzed for CXCL1, JunB, and VCAM-1 level in normoxic and hypoxic retinas. The hypoxia-induced expression of CXCL1, JunB, and VCAM-1 was attenuated in mice injected with VCAM-1 siRNA compared to control siRNA group (Fig. 8a). At P17, the retinas were also stained with isolectin B4, flat-mounted, and quantified for the percentage of neovascularization or avascular area as detailed in “Methods” section. Downregulation in VCAM-1 level attenuated hypoxia-induced retinal neovascularization (Fig. 8b & c), and retinal endothelial cell (EC) tip cell formation (Fig. 8e). No significant difference were observed in terms of avascular area in control or VCAM-1 siRNA group (Fig. 8d). These observations suggest that the VCAM-1 regulates JunB-CXCL1 signaling and pathological retinal neovascularization in a murine model of OIR. A schematic diagram depicting the IL-33-NF-κB-VCAM-1-JunB signaling on IL-8/CXCL1 expression, and retinal neovascularization is presented in Fig. 9.

**Fig. 8:**
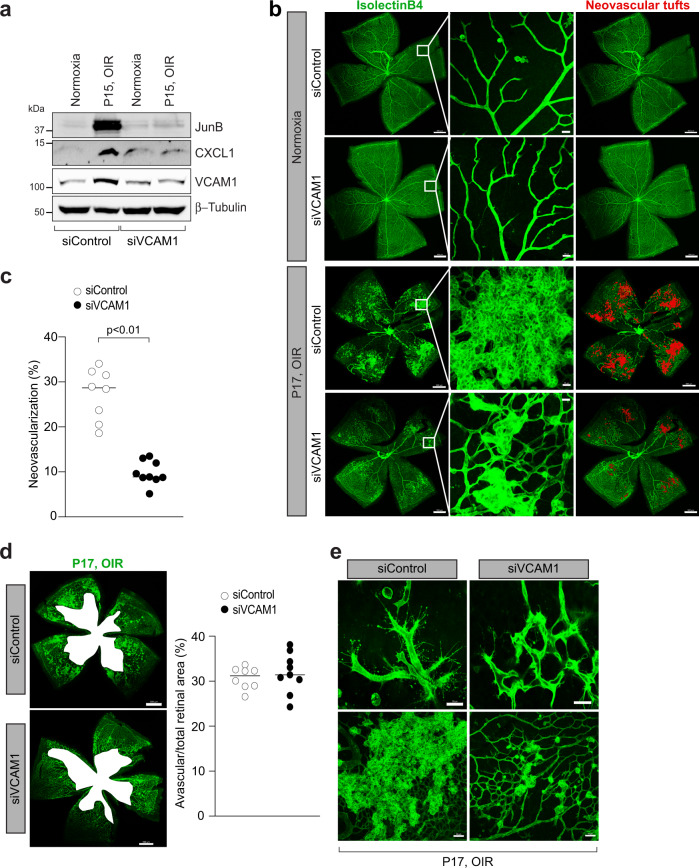
VCAM-1 regulates OIR-induced retinal neovascularization. **a** C57BL/6 mice pups were exposed to 75% oxygen (P7-P12), returned to room air and administered intravitreally with 0.5 μl of 5% glucose solution containing in vivo-jetPEI® transfectoin reagent with 1 μg of control or VCAM-1 siRNA at P12 and P14. At P15, the eyes were enucleated, retinas isolated, tissue extracts were prepared and analysed for JunB, and CXCL1 levels by Western blotting and the blot was reprobed for VCAM-1 and β-tubulin to show the effects of siRNA on its target and off target molecules. **b**, **d**, **e** Everything is same as in panel (**a**), except that at P17, the eyes were enucleated, retinas isolated, stained with isolectin B4, flat mounts prepared and examined for retinal neovascularization (**b**), avascular area (**d**), and endothelial tip cell formation (**e**). The middle column in panel b shows the higher magnification of the area selected. Neovascularization is highlighted in red in the third column of panel (**b**). **c**, **d** The bar graphs represent quantitative analysis of neovascularization (**c**) and avascular area (**d**). *n* = 8 (**c,** **d**) biologically independent eyes per group, and expressed as Mean ± SD. *P < 0.05 vs siControl. Scale bar represents 500 μm in panel (**b**) left column and right column, 20 μm in panel (**b**) middle column, 500 μm in panel (**d**), 20 μm in panel (**e**) upper row, 50 μm in panel (**e**) lower row.

**Fig. 9:**
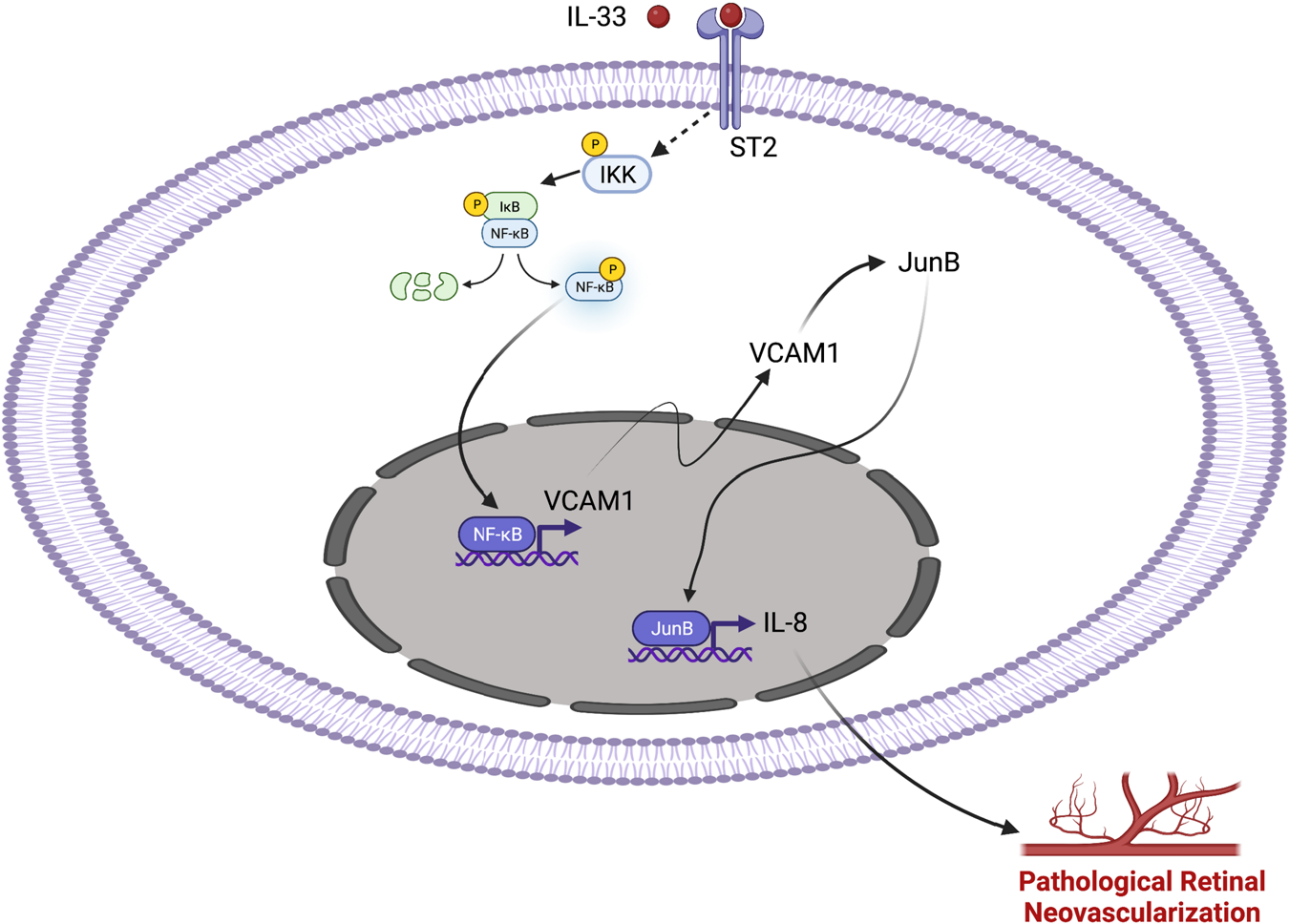
IL-33-NF-κB-VCAM-1-JunB signaling regulates IL-8 expression and pathological retinal angiogenesis. Schematic diagram showing the role of IL-33 induced NF-kB-VCAM-1-JunB-IL-8/CXCL1 signaling on pathological retinal neovascularization. Figure 9 was created with BioRender.com.

## Discussion

Retinal angiogenesis or neovascularization is the most common microvascular complication in various proliferative retinopathies. Retinal neovascularization is an underlying cause of vision impairment and legal blindness. The current treatment strategies against retinal neovascularization are effective in halting the progression of the diseases but is unable to restore the normal acuity^1^. Hence, a better understanding of the pathophysiology of neovascularization is required to assess the effective targets. In retinal neovascular diseases, there is a crosstalk between immune cells and proangiogenic factors such as cytokines (TNFα and IL-1), adhesion molecules (VCAM-1 and ICAM-1), and growth factors (VEGF) that regulates angiogenesis^9^.

IL-33 is a ligand of the ST2 receptor which is mainly expressed in endothelial and epithelial cells^34^. IL-33 is considered a stress-regulated cytokine that is associated with tissue damage^35^. IL-33 enhances the expression of adhesion molecules and cytokines and is involved in the modulation of inflammation and angiogenesis^36,37^. Considering the contrasting reports of the proangiogenic and antiangiogenic role of IL-33, we primarily evaluated the effect of IL-33-induced signaling on pathological retinal neovascularization. A recent report has shown that the expression of VCAM-1 and ICAM-1 is induced in the retinas of diabetic rats, suggesting a role for these adhesion molecules in diabetic retinopathy^38^. Therefore, we evaluated the role of endothelial cell adhesion molecules in a mouse model of OIR. In our studies, we observed an induced expression of VCAM-1 in the hypoxic retina of mice exposed to OIR, suggesting the importance of VCAM-1 in proliferative retinopathies. However, no significant changes were observed in the ICAM1 or E-selectin levels in the hypoxic retina. Our observations suggest that IL-33 induces VCAM-1 levels in HRMVECs and genetic deletion of IL-33 leads to attenuation in hypoxia/OIR-induced VCAM-1 level in retina. In concordance with our study, Demyanets et al.^24^ have also shown that IL-33 induces VCAM-1 and ICAM-1 level in human coronary artery endothelial cells and suggested a role for IL-33 induced VCAM-1 and ICAM1 levels in atherosclerotic plaque development^24^. In addition, we also observed a role of IL-33 in hypoxia/OIR-induced retinal neovascularization, as genetic deletion of IL-33 in C57BL/6 mice resulted in reduced endothelial cell sprouting and neovascularization. We also looked for the role of VCAM-1 on IL-33-induced angiogenic events in HRMVECs and observed that siRNA-mediated downregulation of VCAM-1 level attenuated IL-33-induced endothelial cell sprouting, migration, wound healing, and tube formation. VEGF is a significant factor in OIR-induced retinal neovascularization^25^, and a report indicates that VCAM-1 regulates VEGF-induced leukocyte recruitment to the ischemic retina^26^. Our findings suggest that IL-33 does not influence OIR-induced VEGF expression, and the VCAM-1-JunB-IL-8 signaling does not affect VEGF expression in HRMVECs.

Many studies including us have shown that IL-33 regulates NF-κB signaling pathway in endothelial cells^21^, and it has also been demonstrated that murine and human VCAM-1 promoter contain NF-κB DNA binding sequences^39^. We observed a significant augmentation in the expression of NF-κB signaling molecules and pharmacological inhibition of NF-κB signaling resulted in attenuation of IL-33-induced VCAM-1 expression in HRMVECs. Taken together, our findings suggest a decisive role of NF-κB signaling on IL-33-induced VCAM-1 expression both in human retinal endothelial cells and murine hypoxic retina.

In recent years, increasing amounts of evidence have highlighted the importance of VCAM-1 in angiogenesis. It has been demonstrated that siRNA mediated down regulation or antibody specific inhibition of VCAM-1 not only inhibits TNFα-induced human umbilical vein endothelial cell migration and tube formation, but also rat aortic vessel sprouting^40^. There are enough reports which suggest a role for VCAM-1 in angiogenesis, but how VCAM-1 regulate these angiogenic events in endothelial cells is still unknown. In this regard, we performed a protein profiler human angiogenesis array in HRMVECs and found that IL-8 expression was upregulated with IL-33 treatment, and downregulation of VCAM-1 levels using its siRNA attenuated IL-8 expression. We confirmed our protein profiler human angiogenesis array results using QRT-PCR and western blotting techniques and observed that IL-33 induces IL-8 expression both at mRNA and protein levels. In addition, downregulation of VCAM-1 levels using its siRNA significantly blocked IL-33-induced IL-8 levels, both at mRNA and protein levels. Similarly, pharmacological inhibition of NF-κB signaling, downregulates IL-33-induced IL-8 expression in HRMVECs. Interleukin-8 (CXCL8) is a proinflammatory chemokine, which is shown to be involved in the progression of various cancers^41^. Additionally, increased levels of IL-8 were reported in proliferative diabetic retinopathy and proliferative vitreous retinopathy patients^42^. To ascertain the functional role of IL-8 in IL-33-induced angiogenic events in HRMVECs, migration, tube formation, and sprouting assays were performed in control and IL-8 siRNAs transfected HRMVECs. These assays revealed a significant reduction in the percentage of wound healing, tube length, invasion, and the number of sprouts per bead in IL-8 siRNA transfected HRMVECs. All these observations signify the importance of IL-33-induced VCAM-1 on IL-8 expression and angiogenesis.

Accumulating evidence in the literature demonstrated that the JNK pathway that regulates AP-1 transcription activity plays a critical role in the biological actions of IL-33^43^. Therefore, the underlying mediator in IL-8 regulation was evaluated by sequence analysis of the full-length IL-8 promoter and we observed that the AP-1 binding site at −221 nt proximal to the transcription start site is essential for IL-33-induced IL-8 promoter activity. AP1 transcription factor is composed of Jun and Fos families of proteins and therefore we looked for the role of these proteins on IL-33-induced IL-8 promoter activity. We observed that IL-33 significantly induced the expression of JunB, with little or no effect on other Jun and Fos family members. Studies have shown that JunB homodimers induce cell proliferation, while its heterodimerization with cJun reduces cell proliferation^44^. Our observations support this possibility, as IL-33 only induces JunB levels in HRMVECs with little or no effect on the expression of other family members of AP1 transcriptional factors. Various studies have outlined the positive role of JunB in tumor invasion and progression^45–47^. Consistent with these observations, we also observed that siRNA-mediated downregulation of JunB significantly reduced IL-33-induced IL-8 promoter activity and expression. In addition, JunB depletion resulted in reduced retinal endothelial cell sprouting, migration, wound healing, and tube formation.

IL-8 is a well-characterized pro-angiogenic chemokine and is shown to be associated with tumor angiogenesis^48^. High concentrations of IL-8 were observed in vitreous of proliferative diabetic retinopathy patients, suggesting the importance of IL-8 in proliferative retinopathies^30^. A direct homolog of IL-8 is absent in rodents but CXCL1, CXCL2, and CXCL5-6 are considered as functional homologs of IL-8 in rodents and are reported to participate in the disease pathology of various animal models^49–51^. As we observed an induced expression of IL-8 by IL-33 in HRMVECs, we looked for the expression of various CXCL proteins in the murine model of oxygen-induced retinopathy using RNA sequencing. The mRNA-sequencing results showed an induced expression of CXCL1 in the hypoxic retina compared to normoxia, which was further verified by QRT-PCR. CXCL1 is a functional homolog of IL-8 in rodents and studies have shown that CXCL1 have therapeutic efficacy in limiting inflammation^52^.

VCAM-1 is an endothelial cell adhesion molecule, which is shown to be involved in inflammation and cancer. It was also reported that VCAM-1 regulates the proangiogenic effect of oxidative stress in ischemic retina^23^. Despite these reports, nothing is known regarding the direct role of VCAM-1 on OIR-induced pathological angiogenesis. In the present manuscript, we have shown that VCAM-1 via JunB mediated IL-8 expression regulates IL-33-induced angiogenic events in human retinal endothelial cells. Therefore, we next looked for the direct role of VCAM-1 on pathological retinal neovascularization in a murine model of oxygen-induced retinopathy. As VCAM-1 knockdown is embryonically lethal due to placental defect, we used intravitreal injections of VCAM-1 siRNA to deplete VCAM-1 level in the retina and studied its effect on OIR-induced pathological retinal neovascularization. Downregulation of VCAM-1 level attenuated hypoxia induced JunB and CXCL1 levels in the hypoxic retina, which further resulted in reduced endothelial cell sprouting and pathological neovascularization. No significant changes were observed in the avascular retinal area between the two groups. These findings suggest that VCAM-1 has a significant role in pathological retinal neovascularization with no significant effect on normal retinal repair.

In conclusion, our findings provide evidence of an underlying mechanism in the pathophysiology of retinal angiogenesis and identify potential therapeutic targets. Our findings demonstrate that VCAM-1 via JunB-IL-8 signaling regulates sprouting angiogenesis in human retinal endothelial cells. In addition, VCAM-1 via JunB-CXCL1 signaling regulates vessel anastomosis and tufts formation in mouse model of oxygen-induced retinopathy. The IL-33-NF-κB-VCAM-1-JunB-IL-8/CXCL1 signaling unravels the advanced strategies in the amelioration of proliferative retinopathies.

## Methods

### Reagents

VCAM-1 Mouse specific (39036, dilution 1:1000), anti-P-NF-κB (3033, dilution 1:1000), anti-NF-κB (8242, dilution 1:1000), anti-P-IKKα/β (2697, dilution 1:1000), anti-IKKβ (8943, dilution 1:1000), anti-P-IκBα (2859, dilution 1:1000), anti- IκBα (4814, dilution 1:1000), β-tubulin (2128, dilution 1:1000), FosB (2251, dilution 1:1000), Fra2 (19967, dilution 1:1000), JunD (5000, dilution 1:1000) antibodies were obtained from Cell Signaling Technology (Beverly, MA). Anti-VEGF (sc-57496, dilution 1:500), anti-VCAM-1 (sc-13160, dilution 1:500), anti-ICAM1 (sc-8439, dilution 1:500), anti-JunB (sc-8051, dilution 1:500), anti-Fra1 (sc-28310, dilution 1:500), anti-Fos/c-Fos (sc-166940, dilution 1:500), and anti-c-Jun (sc-74543, dilution 1:500) antibodies were purchased from Sant Cruz Biotechnology (Dallas, Texas). Recombinant anti-IL-8 (ab235584, dilution 1:1000) and anti-CXCL1 (ab86436, dilution 1:1000) antibodies were purchased from Abcam (Cambridge, CA). Growth factor reduced Matrigel (354230) was purchased from BD Biosciences (Bedford, MA). Recombinant Human IL-33 protein (3625-IL-010/CF), goat anti-IL-33 antibody (AF3626), and protein profiler human angiogenesis array kit (ARY007) were purchased from R&D systems (Minneapolis, MN). EGM2 medium was purchased from Lonza (Basel, Switzerland). The small interfering RNAs (siRNAs) for human VCAM-1 [s14759, sense sequence (5’- > 3’) GGAGUUAAUUUGAUUGGGAtt, Antisense sequence (5’- > 3’) UCCCAAUCAAAUUAACUCCtt], human JunB [s7661, sense sequence (5’- > 3’) CUCUCUACACGACUACAAAtt, Antisense sequence (5’- > 3’) UUUGUAGUCGUGUAGAGAGag], human IL-8 [s7327, sense sequence (5’- > 3’) GAACUUAGAUGUCAGUGCAtt, Antisense sequence (5’- > 3’) UGCACUGACAUCUAAGUUCtt], mouse VCAM1 [s75916, sense sequence (5’- > 3’) CCAUUGAAGAUACCGGGAAtt, antisense sequence (5’- > 3’) UUCCCGGUAUCUUCAAUGGtg], and scrambled control (4390844) were purchased from Ambion (Carlsbad, CA). Trizol reagent (15596026) was also purchased from Ambion (Carlsbad, CA). Cytodex 3 microcarrier beads (C3275), aprotinin (A6279), thrombin (T8885) and 1 Bromo-3- chloropropane (B9673) were obtained from SIGMA-ALDRICH (St. Louis, MO). VECTASHIELD Antifade mounting medium with DAPI (H-1500), and without DAPI (H-1700) were purchased from Vector laboratories (Burlington, Ontario, Canada). Bovine fibrinogen (J63276) was purchased from Alfa Aesar (Tewksbury, MA). Cell Tracker Green (C7025), isolectin B4-594, were bought from Invitrogen (Carlsbad, CA). QNZ (SC-200675) was purchased from Santa Cruz Biotechnology (Dallas, Texas). Pyrrolidinedithiocarbamate ammonium (PDTC, cat:0727) was purchased from TOCRIS. Nano-Glo dual luciferase reporter assay system (N1610) was purchased from Promega. Taq Man universal master mix ll, no UNG (4440040) and high-capacity cDNA Reverse transcription kit were purchased from Applied Biosystems, Foster City, CA. The main table in the reporting summary includes all oligo sequences, cell line sources, antibodies used, and their concentrations.

#### Experimental animals

We obtained C57BL/6 mice from Charles River Laboratories (Wilmington, MA). IL-33^flox/flox^ mice (030619), and E2a-Cre mice (003724) were from Jackson Laboratory (Bar Harbor, ME). The mice were housed and bred in a 12-hour light/12-hour dark cycle environment and fed ad libitum water and food. Both male and female mice pups (of age P12 to P17) were used for this study. The institutional Animal Care and Use Committee of Wayne State University, Detroit, MI approved all the animal experiments.

### IL-33 knockout mice

We generated IL-33 knockout mice by crossbreeding IL-33^flox/flox^ mice^53^ with E2a-Cre mice. The germline deletion of IL-33 in mice occurs due to E2a-Cre recombinase^54^.

### Cell culture

The HRMVECs were purchased from Applied Cell Biology Research Institute (ACBRI 181, Kirkland, WA). The cells were grown in an EGM2 medium containing 10 μg/ml gentamycin, and 0.25 μg/mL amphotericin B and maintained at 37 °C in a humidified 95% air and 5% CO_2_ atmosphere. The cells in the passage range between 5 and 10 were used for experiments. Prior to experimentation, HRMVECs were synchronised in serum-free medium for 24 h (h) to attain quiescence.

### Cell migration

The modified Boyden chamber method was used to perform cell migration^55^. Briefly, the cells with and without transfection with indicated siRNA were quiesced, and then plated at a concentration of 5 × 10^4^ cells per insert in the upper side of a matrigel-coated-8-μm cell culture insert. Vehicle or IL-33 was added to the upper chamber to assess the effect of indicated siRNA on IL-33-induced HRMVECs migration. This led to the segregation of migrated cells on the lower surface and non- migrated cells in the upper side of the membrane. Migrated cells were fixed in methanol for 10 min and non-migrated cells were removed from the upper side by cotton swabs. The membrane was then stained with DAPI and observed under EVOS M5000 microscope (ThermoFisher Scientific, Waltham, MA). The migrated cells were presented as the number of migrated cells per field.

### Wound healing assay

Cells were grown in a 6 well culture dishes, quiesced in serum free EBM2 media for 24 h at 37 °C. In each well, with the help of a sterile plastic micropipette tip a straight-edged wound was created with cell-free zone. The cells were washed and treated with or without IL-33 (20 ng/mL) in a serum free media containing 5 mM hydroxyurea for 24 h. The cell migration was observed using EVOS M5000 microscope (Thermo Fischer Scientific, Waltham, MA). The data were analyzed using ImageJ version 1.43 software. The cell migration was expressed as percent wound healing [total wound area (0 h) - area (after 24 h/total wound area × 100)].

### Sprouting assay

For HRMVECs sprouting assay, three-dimensional sprouting assay was carried out^56^. Firstly, cells were transfected with the control and targeted siRNAs. The cells were with microcarrier beads (Cytodex 3) for attachment at 37 °C for overnight. The beads were then embedded in a 3D fibrin gel, fibroblast cells were seeded above the fibrin gel. The cell sprouting was observed using Zeiss LSM 800 microscope and image analysis software Zen was used to capture sprout images.

### Tube formation

For tube formation assay, growth factor reduced Matrigel was used^57^. The HRMVECs were grown to full confluency and quiesced in serum free media for 24 h. Firstly, 24 well plate was coated with matrigel, and 1 × 10^5^ cells were platted to the Matrigel coated plate. The cells were treated with or without IL-33 (20 ng/mL) for 6 h at 37 °C, and the tube formation was observed under EVOS M5000 microscope. The effect of siRNAs on IL-33-induced HRMVECs, tube formation was evaluated by transfecting the cells with siRNA, quiescing, and measuring tube formation, as mentioned above. The tube length was calculated (in micrometer) using NIH ImageJ version 1.43.

### Western blotting

The protein from HRMVECs or retinal extracts was resolved on polyacrylamide gel electrophoresis (SDS-PAGE). The proteins were electrophoretically transferred to a nitrocellulose membrane, blocked, and probed with primary and secondary antibodies. After washing, super signal west pico plus (an enhanced chemiluminescent detection) was used to detect the antigen-antibody complexes.

### Transfections

HRMVECs were transfected with 100 nanomoles of control or target siRNA molecules using Lipofectamine 3000 transfection reagent according to the manufacturer’s instructions.

### Intravitreal injections

At P12 and P14, the pups were given 1 μg of the indicated siRNA in 0.5 μl of 5% glucose solution containing in vivo-jetPEI® transfection reagent intravitreally using a 35 G needle.

### Oxygen-induced retinopathy (OIR)

At postnatal day 7 (P7), mice pups with dams were exposed to 75% oxygen (hyperoxia) for 5 days (P7 to P12), in BioSpherix chamber and on P12 mice pups along with dams returned to room air^58^. For control group, the mice pups of same age were kept at 21% oxygen (i.e., room air). The mice pups were euthanized at P17, eyes were enucleated and fixed. Retinas were isolated and staining was done with isolectin B4. Then flat mount of retinas was prepared and examined under a Zeiss LSM 800 confocal microscope. The percentage (%) of retinal neovascularization (fluorescence intensity from highlighted region/total fluorescence intensity × 100) was calculated using Nikon NIS-Elements Advanced research software^21^. The avascular area percentage (avascular/total retinal area × 100) was estimated using NIH ImageJ software.

### Quantitative real-time-PCR (QRT-PCR)

The total cellular RNA was extracted from cells as well as tissue samples using Trizol. Following the manufacturer’s protocol, cDNA was synthesized using the High-Capacity cDNA reverse transcription kit (Applied Biosystems, Foster City, CA). The TaqMan Gene Expression Assays for human CXCL-8 (Hs00174103_m1), human GAPDH (Hs02786624_g1), mouse CXCL-1 (Mm04207460_m1), and mouse GAPDH (Mm99999915_g1) were used for PCR amplification. PCR amplification was performed using 7300 Real-Time PCR Systems (Applied Biosystems) according to the manufacturer’s cycling parameters, and Ct values were obtained using the 7300 real-time SDS version 1.4 program.

#### Cloning of IL-8 promoter

The IL-8 promoter region was PCR-amplified from genomic DNA using primers (forward: 5′- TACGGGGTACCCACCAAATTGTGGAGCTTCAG -3′ and reverse: 5′- CGTCAGCTAGCGCTTACCTTCACACAGAGC-3′). The PCR product of ~422 bp was then digested with KpnI and NheI restriction enzymes and cloned into KpnI and NheI of the pGL3-basic vector (4818 bp, Promega) to yield pGL3-hIL-8 construct (5240 bp).

#### Luciferase assay

HRMVECs cells grown in a 6-well plate were transiently transfected with pGL3-basic vector (4818 bp) or pGL3-hIL-8 (5240 bp) promoter constructs using Lipofectamine 3000 transfection reagent. The cells were growth arrested overnight in serum-free media. Following, cells were treated with and without IL-33 (20 ng/mL) for 6 h. Then a volume of ONE-Glo™ EX Reagent (N1610, Promega) equal to the volume of culture medium was added to each well. The sample plate was incubated for at least 3–10 mins at RT or mixed on an orbital shaker (300–600 rpm). Then the samples were transferred to 94-well plate and firefly luminescence was measured using BIOTEK SYNERGY H1 microplate reader (with Gen5™ Data Analysis Software) and expressed as relative luciferase units (RLU).

### RNA sequencing

At P15, the normoxic and OIR-exposed C57BL/6 mice pups were euthanized, retinas isolated, total cellular RNA was extracted by TRIzol reagent, and sent for mRNA sequencing. Gene expression was identified using 3’mRNA-seq libraries generated from Lexogen’s Quant-seq kit before sequencing (1 × 75 bp) on a NovaSeq 6000. Sequencing data was aligning to the mouse genome (mm10) using STAR before tabulating counts across genes (htseq-count). Differentially expressed genes were determined in R using edgeR with heatmaps generated using the pheatmap package. Significantly altered genes (|log fold change| = 2; *p*-value = 0.05) were selected for Gene Ontology analysis (RDAVIDWebService). 

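With the thresholds as stated, an unadjusted p under 0.05 and an absolute log2 fold change of at least 2 in edgeR's quasi-likelihood test, 443 genes were selected in the libraries labelled WT, 316 higher and 127 lower in OIR. Of the 443, 91 also had an adjusted p under 0.05. One of the 2 groups held no read at all for 211 of them. The groups did not overlap for 289 (65.2%), where chance gives 10% for genes not selected by a difference. Requiring at least 10 counts in every library moved the number most downward, to 14 genes, and the likelihood ratio test in place of the quasi-likelihood test moved it most upward, to 1042.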

The mRNA sequencing data has been submitted to the Gene Expression Omnibus (code GSE209654) and is now available to the public.

### Statistics and reproducibility

All the experiments were performed in triplicates and the data is presented as mean ± SD. To compare the difference between two groups two tailed *t* test was used. One-way ANOVA with Tukey’s correction was used to assess the comparison in experiments having more than two groups. For statistical analysis GraphPad Prism 9 (Prism) was used. All *P* < 0.05 values were statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The supplementary figures 1–8 contain all the uncropped Western blot images presented in the article. The statistical source data for all the graphs presented in research article are available as Supplementary Data 1 (Excel file), and the remaining datasets are available from the corresponding author on request. The mRNA sequencing data has been submitted to the Gene Expression Omnibus (code GSE209654) and is available to the public.

# Supplementary material for: Vascular cell-adhesion molecule 1 (VCAM-1) regulates JunB-mediated IL-8/CXCL1 expression and pathological neovascularization
**Source:** Commun Biol. 2023 May 13;6:516. doi: 10.1038/s42003-023-04905-z

**Supplementary Figure 1:** Scans of immunoblots presented in Figure 1b, 1c, 1e & 1f.

**Figure 1b**

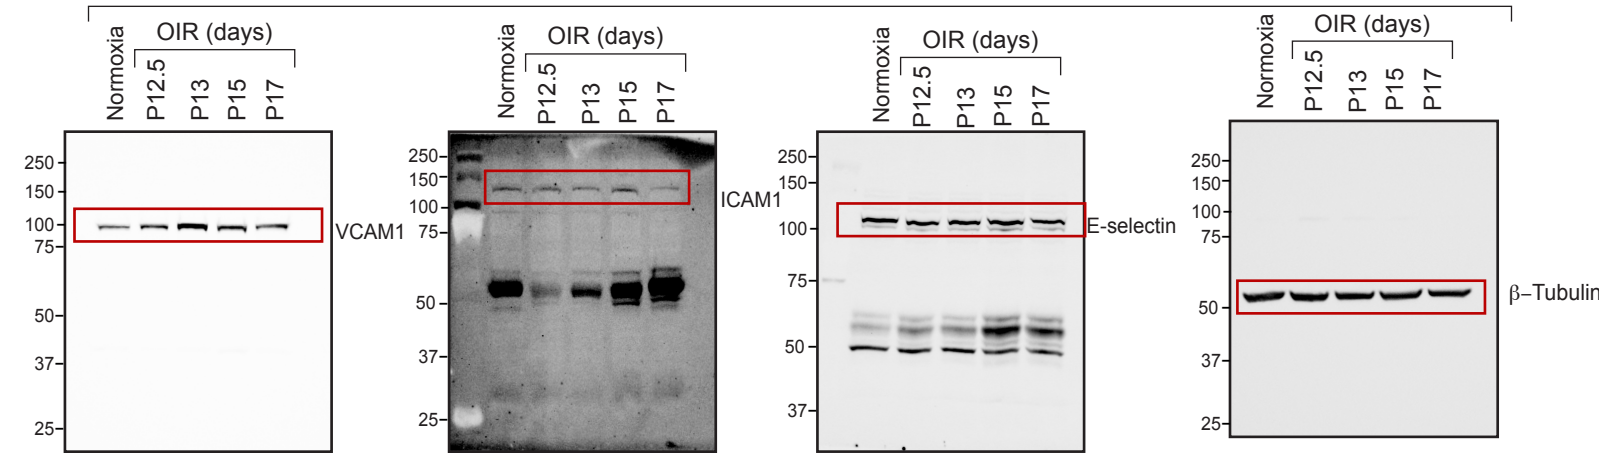

**Figure 1c**

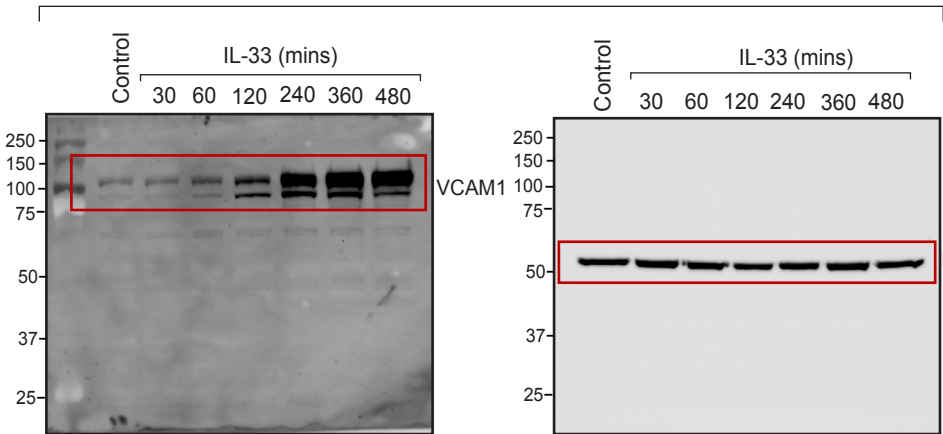

**Figure 1e**

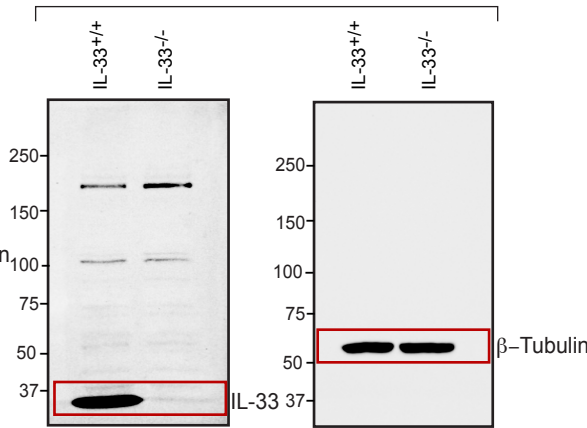

**Figure 1f**

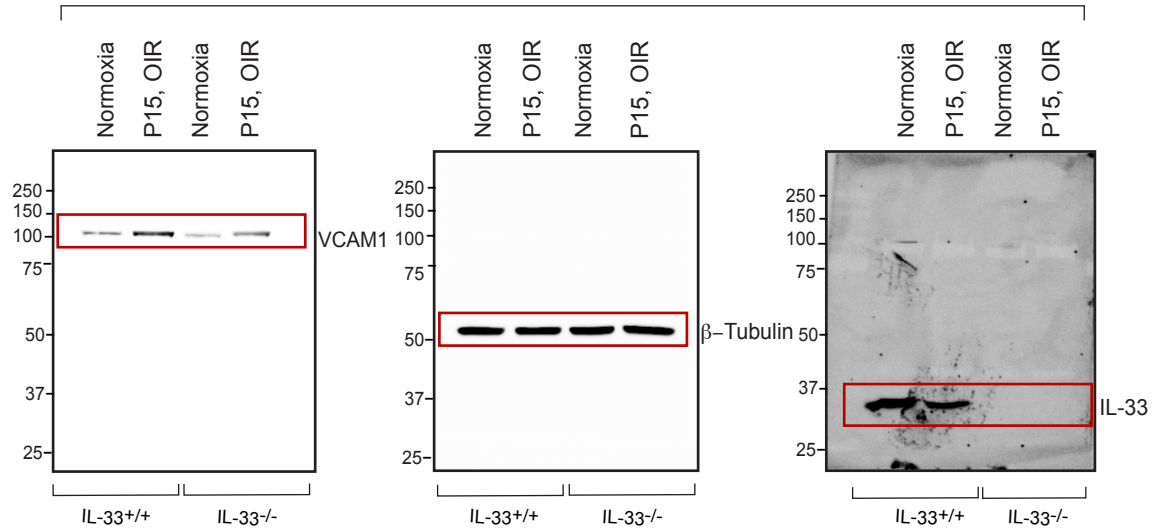

Supplementary Figure 2: Scans of immunoblots presented in Figure 1g

Figure 1g

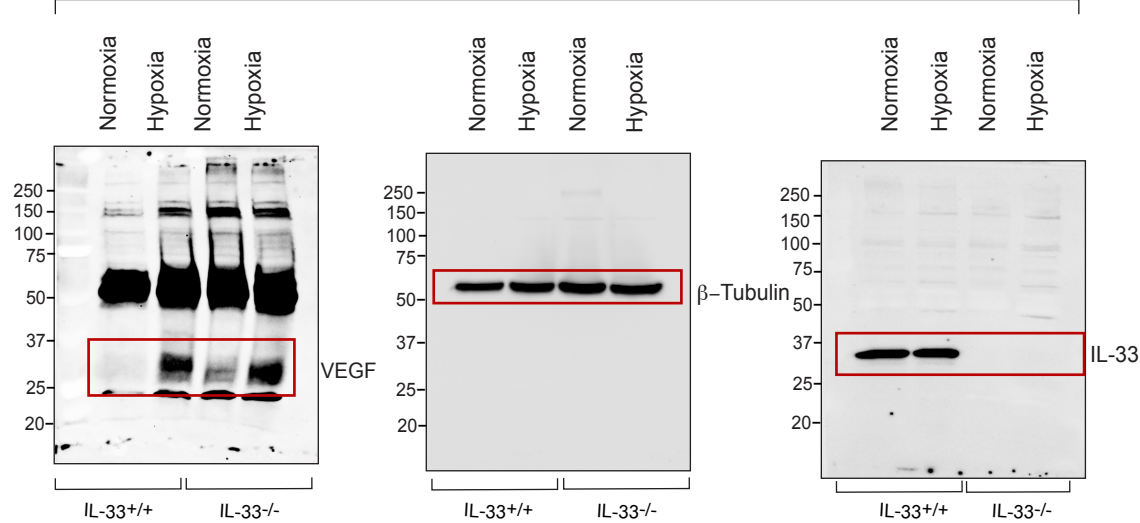

**Supplementary Figure 3:** Scans of immunoblots presented in Figure 2a & 2f.

**Figure 2a**

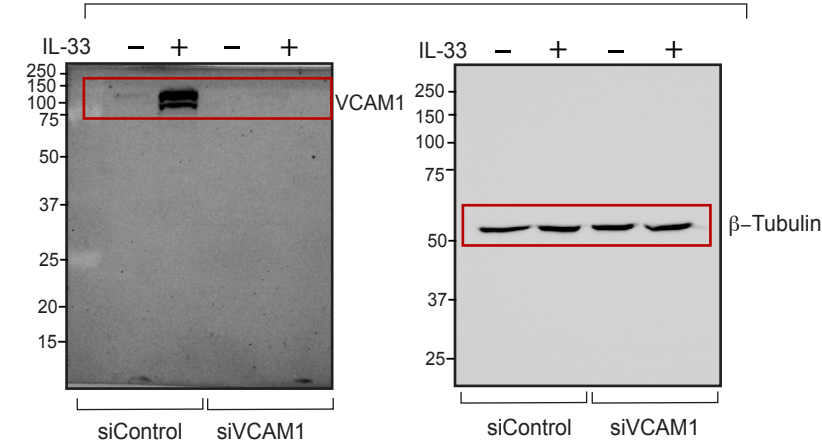

**Figure 2f**

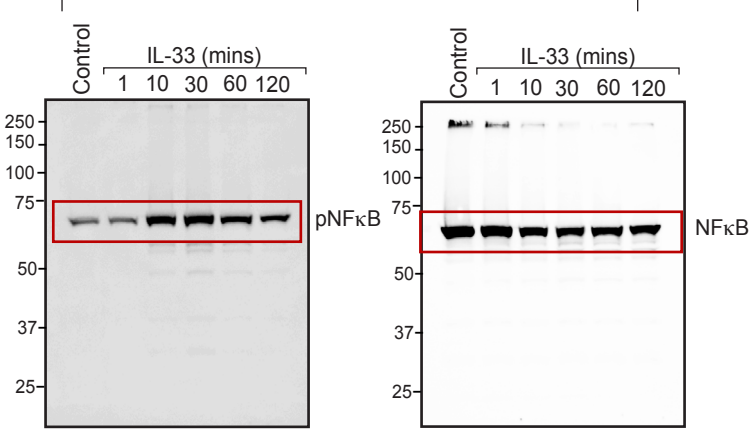

**Figure 2f**

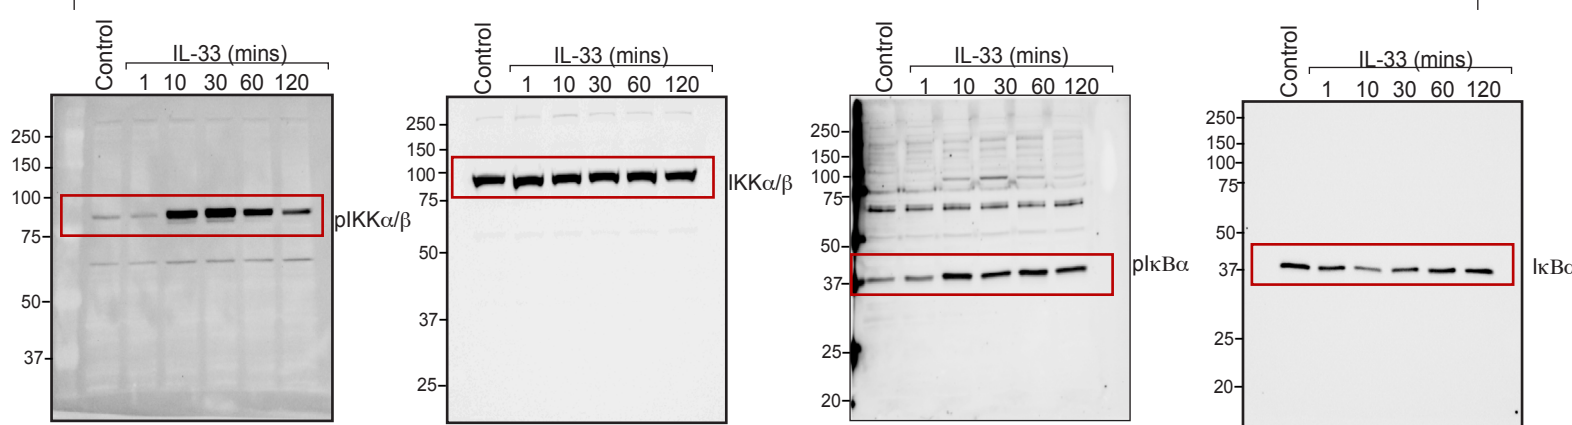

**Figure 2f**

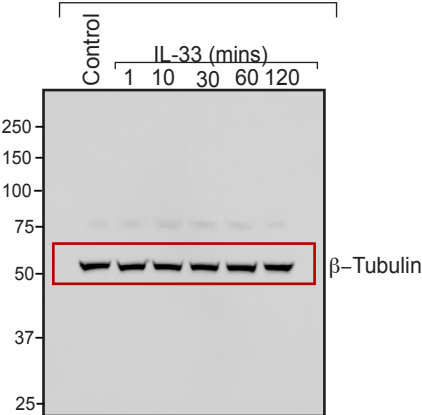

Supplementary Figure 4: Scans of immunoblots presented in Figure 2g-i, 3c & 3e.

Figure 2g

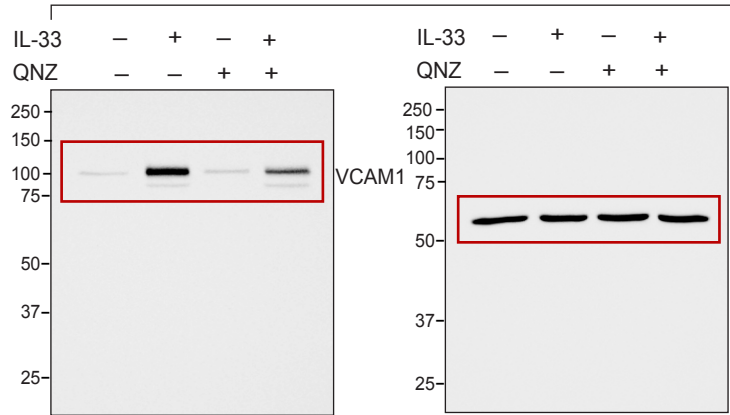

Figure 2h

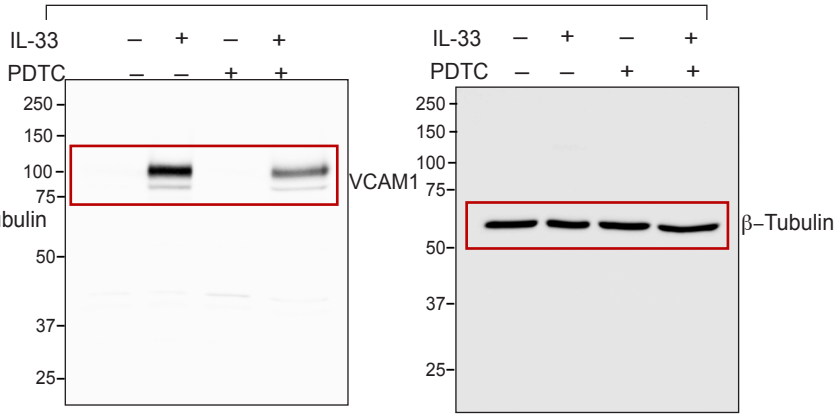

Figure 2i

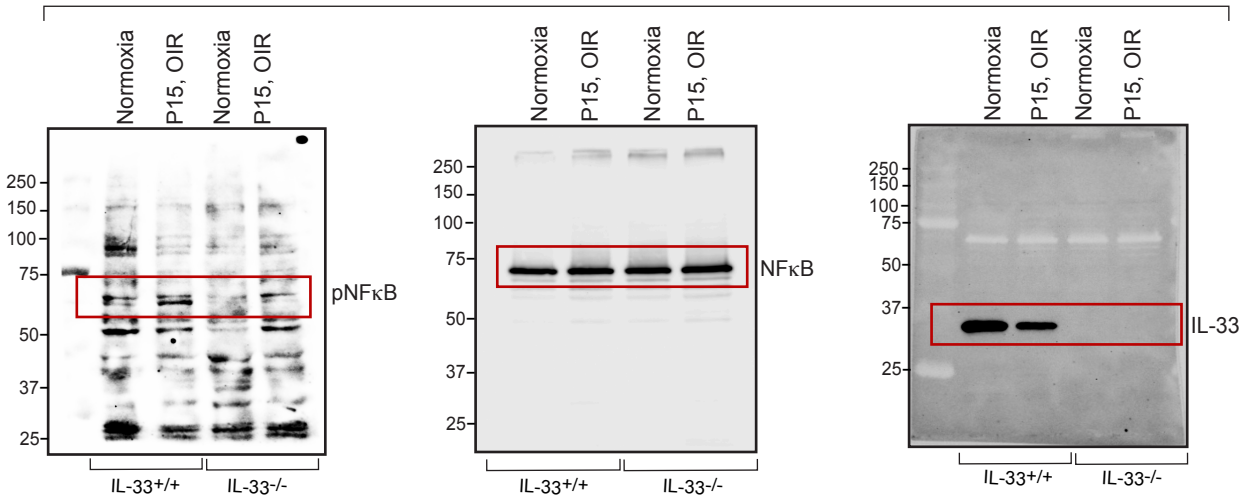

Figure 3c

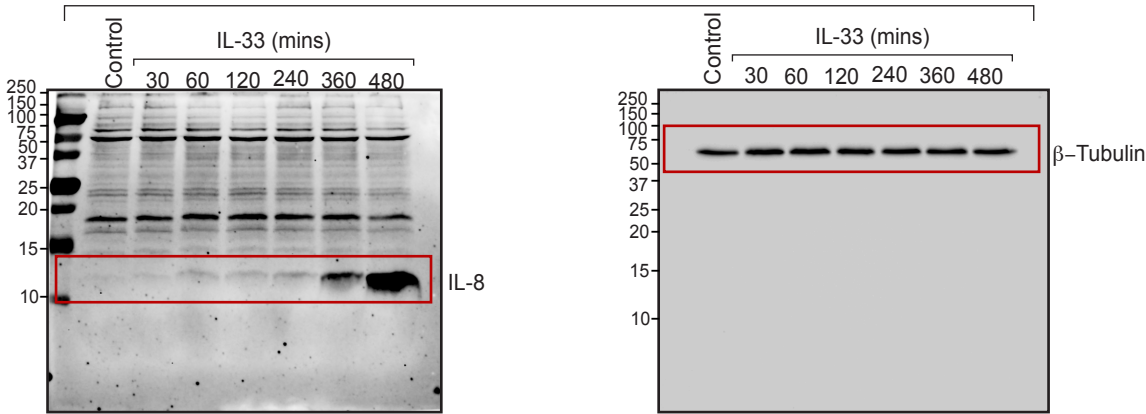

Figure 3e

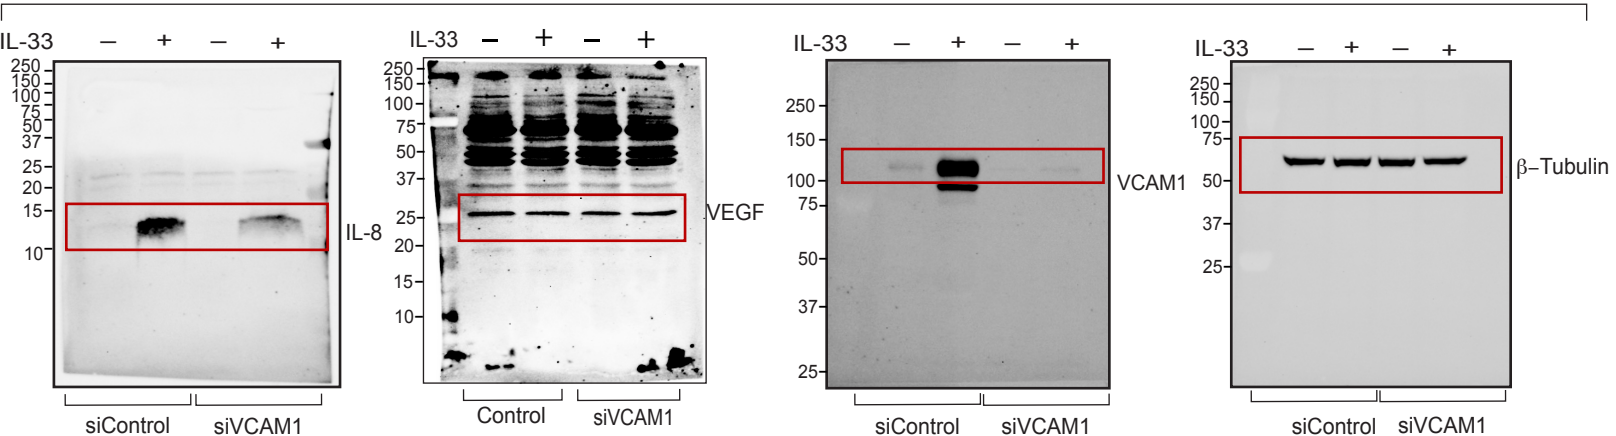

**Supplementary Figure 5: Scans of immunoblots presented in Figure 3f, 3g, 4a, & 5c.**

**Figure 3f**

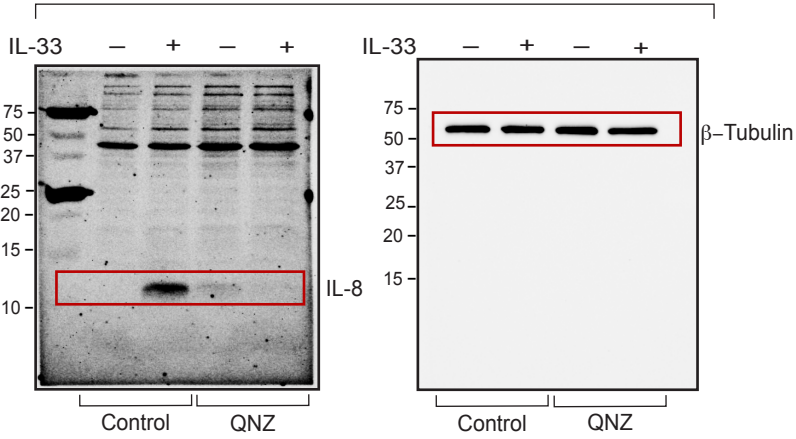

**Figure 3g**

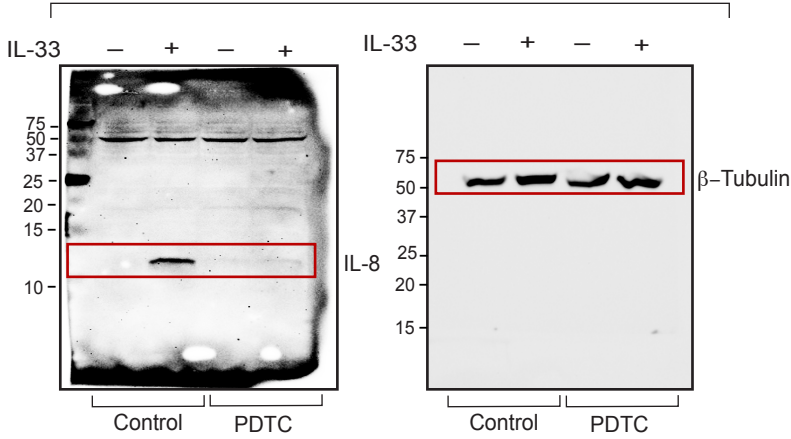

**Figure 4a**

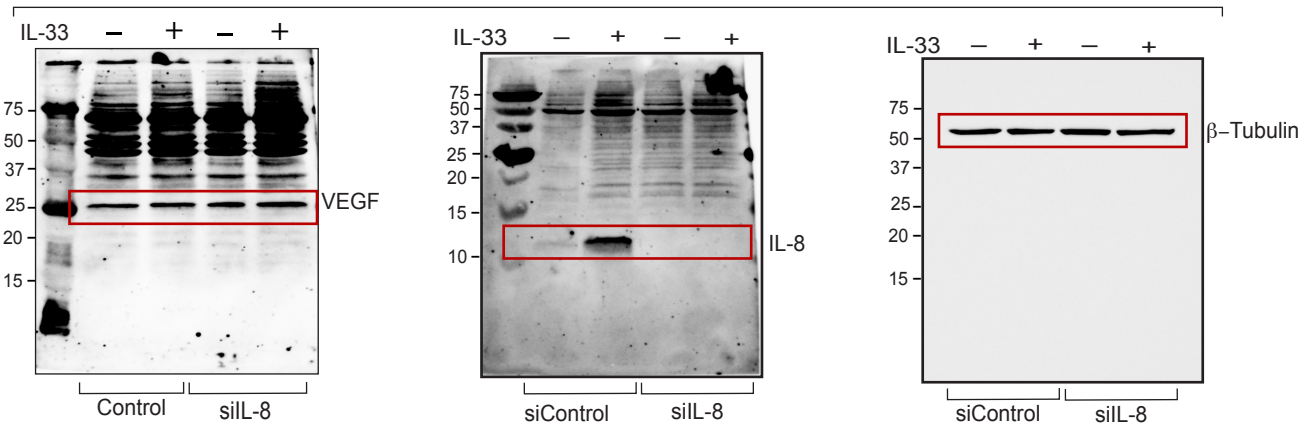

**Figure 5c**

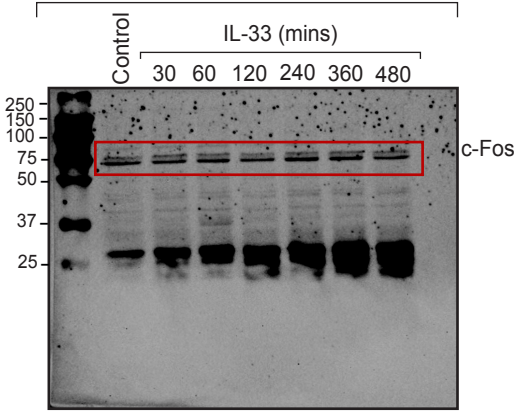

**Figure 5c**

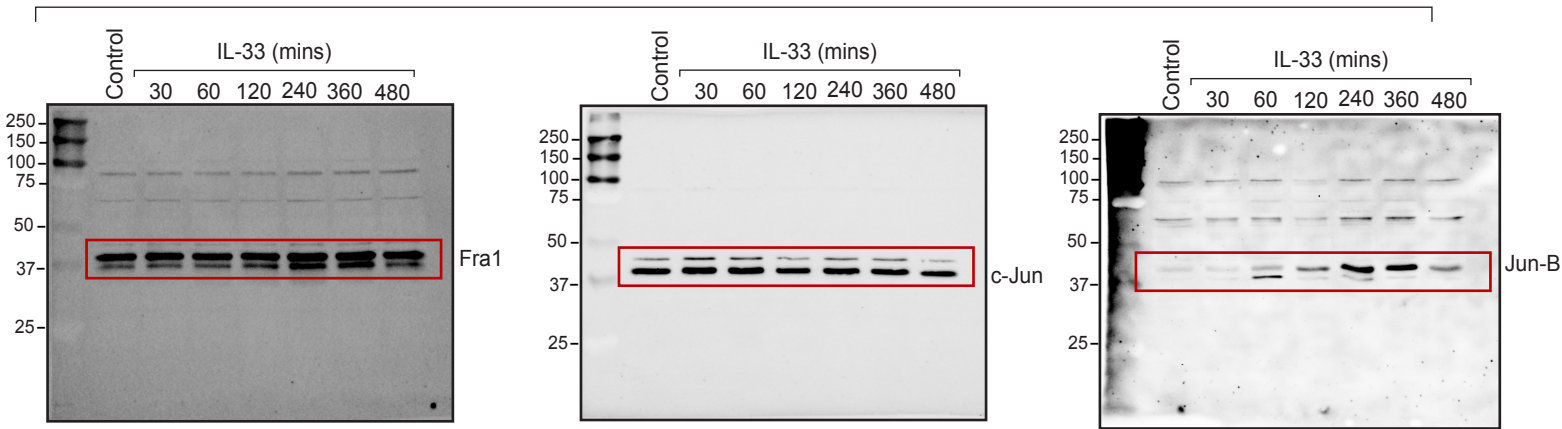

Supplementary Figure 6: Scans of immunoblots presented in Figure 5c, 5d, & 5f.

Figure 5c

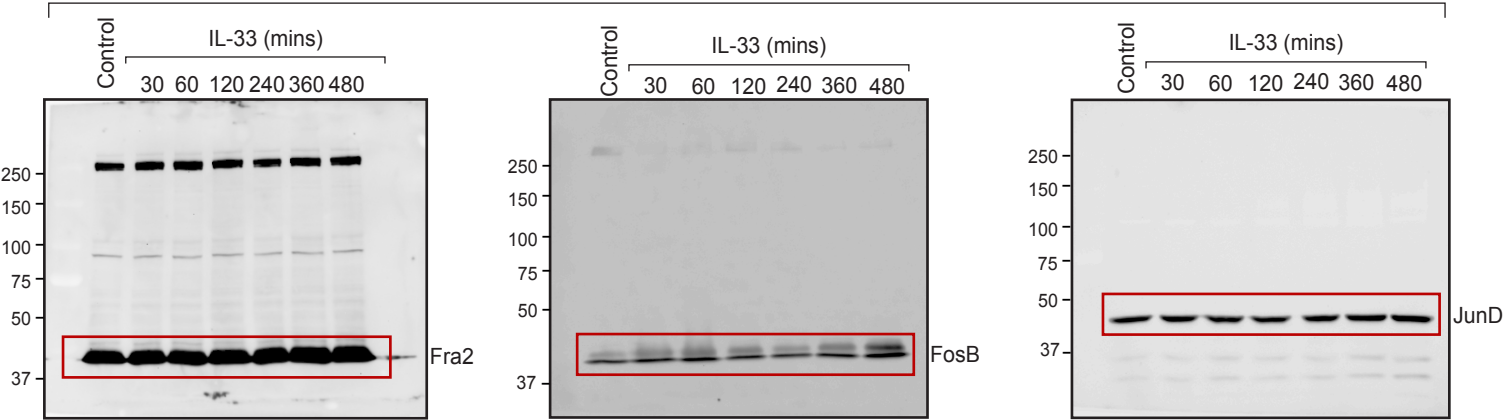

Figure 5c

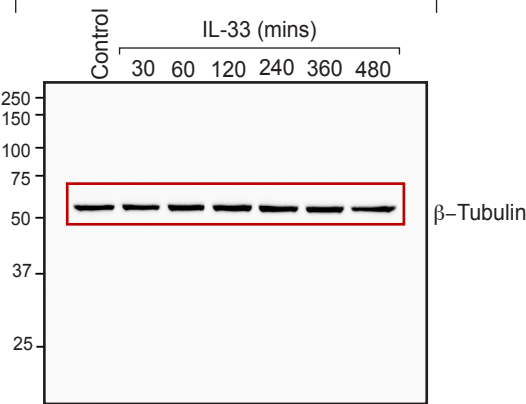

Figure 5d

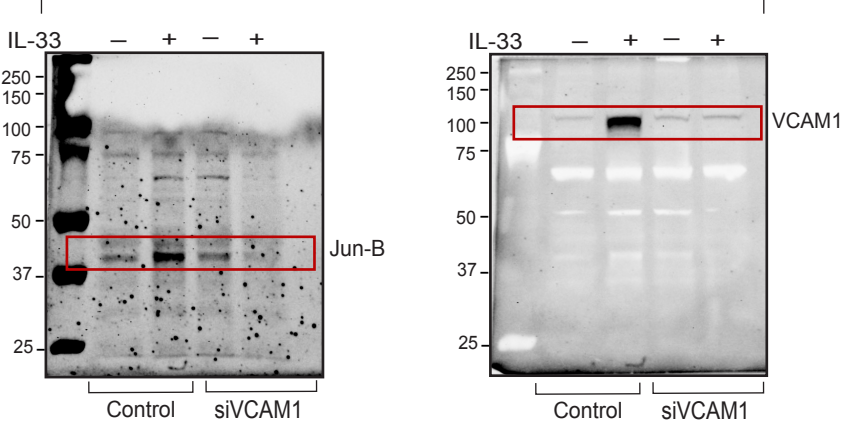

Figure 5d

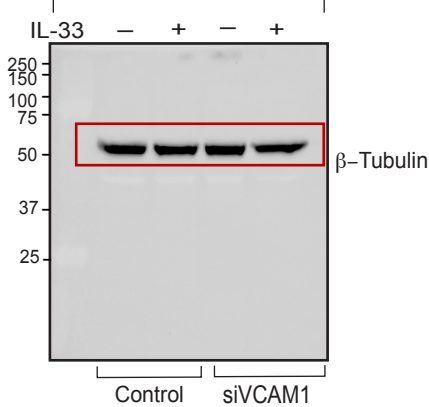

Figure 5f

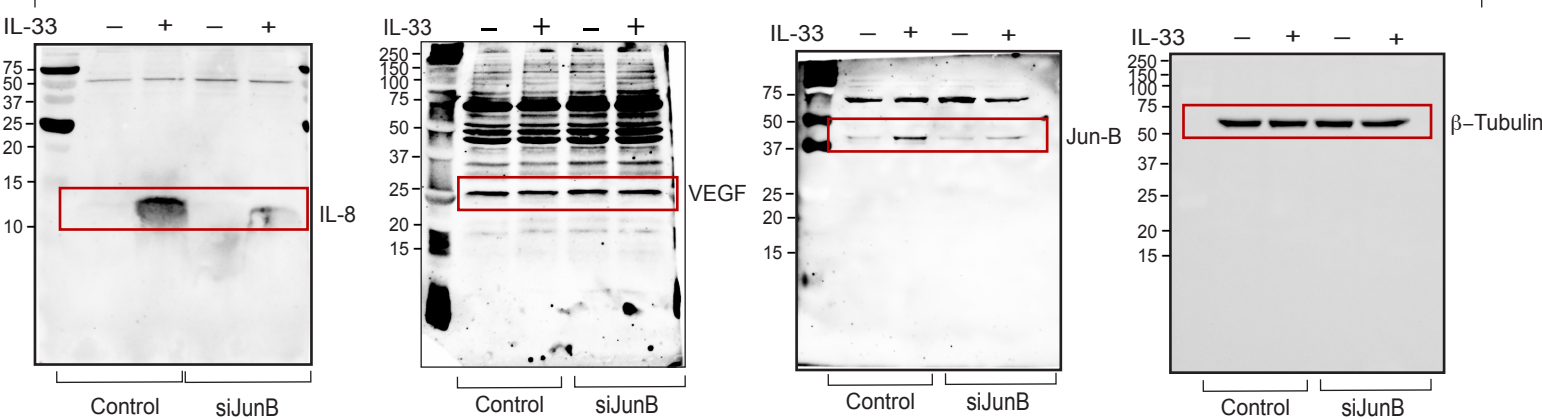

Supplementary Figure 7: Scans of immunoblots presented in Figure 5g, 5h & 6a.

Figure 5g

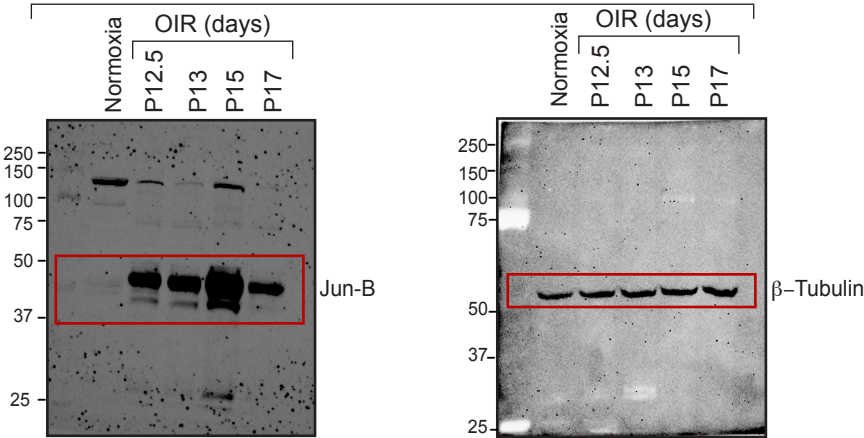

Figure 5h

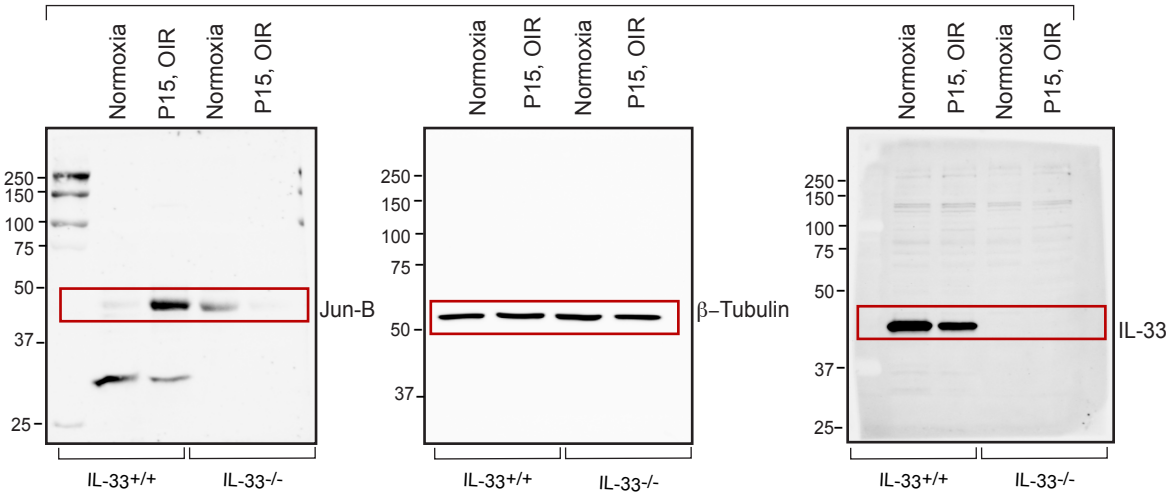

Figure 6a

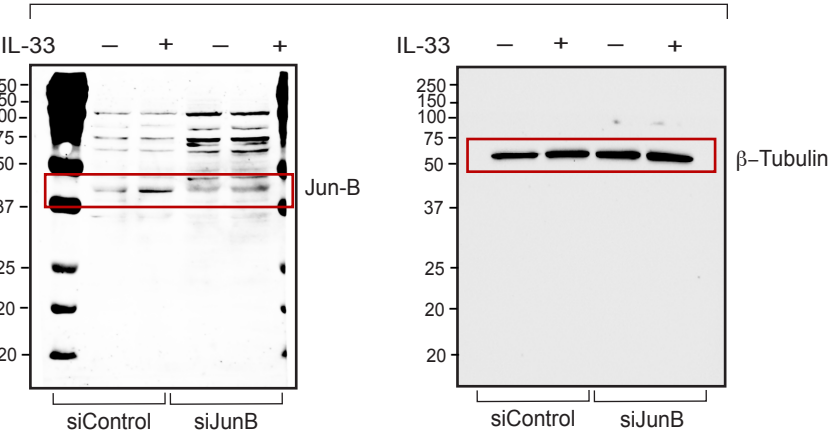

Supplementary Figure 8: Scans of immunoblots presented in Figure 8a.

Figure 8a

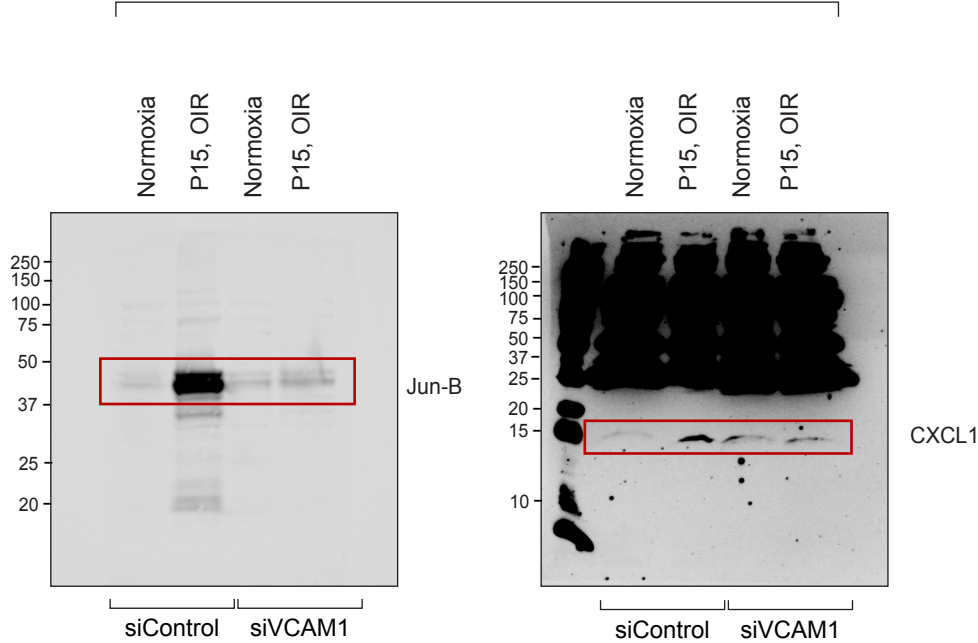

Figure 8a

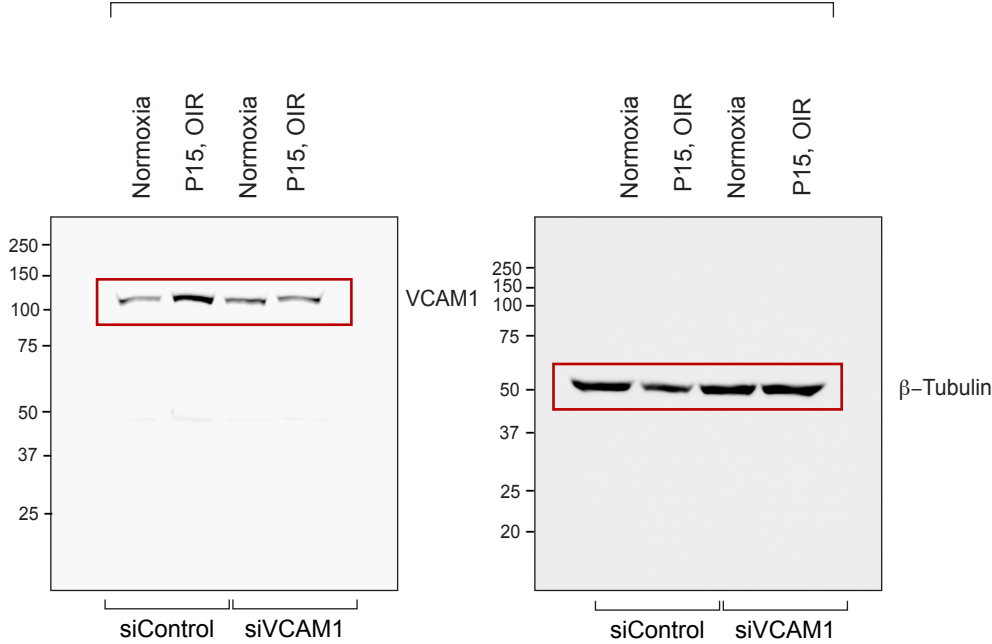

**Supplement:** Supplementary file 2 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

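Retinal mRNA was sequenced in 12 libraries, 3 in each of 4 groups, labelled WT normoxia, WT OIR, Casp1 KO normoxia and Casp1 KO OIR. The paper reports on the WT groups only, at postnatal day 15 after 75% oxygen from postnatal day 7 to 12. The age of the pups labelled Casp1 KO and the oxygen level they were exposed to are not stated. Groups were taken from the labels of the samples. The authors made QuantSeq 3' libraries, aligned the reads to the mouse genome with STAR and counted them per gene with htseq-count. The deposited table holds those counts of reads per gene symbol, as whole numbers without normalization. It lists 35976 genes, of which 24484 had at least 1 count in any library, and 0 of its entries name something other than a gene. The versions of the tools, the gene annotation, the strand setting and the handling of reads that match several places are not given in the paper's text or the labels. Counts of genes that overlap another gene, and of near-identical paralogs such as the gamma-crystallins, are therefore uncertain.

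Total counts per library ran from 4617509 to 22815830 in WT normoxia, from 4049035 to 5657873 in WT OIR, from 3391203 to 5528913 in Casp1 KO normoxia (median 4134162) and from 4502877 to 4849329 in Casp1 KO OIR (median 4579192). The limit that a count of 0 allows, 3 counts, equals 0.131 CPM in the deepest library and 0.885 CPM in the shallowest. No molecular identifiers are described, so this limit covers counting error only. The 10 genes with the most reads took 7.52% to 8.33% of the counts of a library. A gene with no library above 3 counts in either group compared was given no fold change, and a fold against a group whose libraries all held 3 counts or fewer was given as a bound or left out.

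All fits used the counts as deposited in R 4.3.3 with edgeR 4.0.16, TMM normalization, genes with at least 1 count in the libraries fitted, glmQLFit and glmQLFTest with the default settings of that version's older quasi-likelihood method, and Benjamini-Hochberg adjustment, with a threshold of 0.05. Each comparison of 2 groups was fitted to its own 6 libraries. The interaction between OIR and genotype, and the effect of OIR over both genotypes with genotype as a covariate, were fitted to all 12. Further selections used an unadjusted p under 0.05 with an absolute log2 fold change of at least 2, as the methods state it, or of at least 1, where the coloured points of Fig. 7a begin. Standard errors of log2 fold changes were derived from the fold change and the test statistic, with a prior count of 0.125. They rest on a spread that the fit partly shares between genes. They and the p-values can therefore understate the spread of a gene's own replicates, as for Xist, at 2.95 to 434 CPM in WT OIR. Single genes were also compared by exact permutation tests of CPM, two-sided, over the 20 ways to assign 3 of 6 libraries, with a smallest p of 0.1. Reads pooled within a condition were compared by Fisher's exact test, which concerns those libraries only.

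The genes named are those of Fig. 7b and c, the IL-8 homologs and the mouse genes of the proteins the paper measures or mentions. To these were added, for OIR against normoxia in WT, the 5 higher and the 5 lower genes with the smallest p among those with an adjusted p under 0.05, an absolute log2 fold change of at least 1 and no overlap between the groups. For the interaction and the comparisons between genotypes, the 3 genes each way with the smallest p were added. One gene picked by these rules is not reported here. Positions come from the GENCODE vM21 annotation of GRCm38. Lists of genes were tested with camera from limma 3.58.1, with a correlation between genes of 0.01, on genes kept by filterByExpr and adjusted over the lists. The lists covered the hypoxia response, endothelial tip cells, endothelial cells, pericytes, Muller glia and their reactivity, microglia and macrophages, rods, cones, bipolar, amacrine and horizontal cells, retinal ganglion cells, retinal pigment epithelium, lens crystallins, red blood cells, the cell cycle, cholesterol synthesis, the interferon response, immediate early genes and Y chromosome genes. A list of neutrophil genes kept fewer than 3 genes and gave no test. Lists of oligodendrocyte genes, lens genes other than crystallins and nuclear transcripts were added after the data had been seen.

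Alternatives were DESeq2's size factors or the library size alone in place of TMM, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, filterByExpr or at least 10 counts in every library as a filter, a prior count of 2, the replicate number as a block, all 12 libraries in one fit, an absolute log2 fold change of at least 1 beside the adjusted p, fry or an estimated correlation in place of the preset one for the lists, and each library left out in turn. Adjusted p-values that DESeq2 does not give were left missing. A newer quasi-likelihood method of edgeR, and thinning of WT normoxia replicate 2 to the depth of replicate 1, were added after the data had been seen. Other splits of the libraries were refitted in the same way, 10 for each comparison of 2 groups and 50 drawn at random for each of the 2 fits to 12 libraries.

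The fits were tested on simulated data, drawn from the means and library sizes of the real libraries. In them 200 genes were changed, each with a mean of at least 10 counts. Each gene was given the spread usual for its level, so the false calls do not cover genes that vary more between replicates. In the interaction, 38% of genes changed by 1 on the log2 scale and 70% of those changed by 2 were recovered among 23803 genes, with 5 false calls. Over both genotypes, 76% and 92% were recovered among 23796 genes, with 2 false calls. In the comparison of 2 groups of 3 libraries over 22119 genes, the likelihood ratio test made 12 false calls, the exact test 6, DESeq2 16 and the newer quasi-likelihood method 22. A shift given to the 16 genes of the bipolar cell list was called, with 0 calls among the other lists. Where a trend with gene span was simulated, removing it lowered the calls from 660, of which 517 were false, to 161, of which 13 were false, over 22073 genes. The Gene Ontology analysis that the methods mention was not repeated here.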

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

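In this part, the tests with a thinned library, without WT OIR replicate 3, with the library size alone, on the reads of Casp1, on the genes near Casp1, on the genes shared by both genotypes and on nuclear transcripts between 2 groups were chosen only after the result was seen. The comparisons, the rule for the genes named, the splits of the libraries, the lists of genes unless marked as added, and the alternatives unless marked as added were set before the data were examined. The paper's text does not mention the libraries labelled Casp1 KO, so every result in this part rests on data the paper did not report on, and groups are named by their labels. No batch is given in the labels or the paper's text, so a batch that follows the groups stays open for the numbers of genes called.

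The effect of OIR differed between the libraries labelled WT and those labelled Casp1 KO by a test of the difference itself. In the fit to all 12 libraries, 277 of 24484 genes had an interaction between OIR and genotype with an adjusted p under 0.05, 148 with a higher and 129 with a lower change in the libraries labelled Casp1 KO. Of 50 splits of the libraries, the real one included, 1 gave as many genes, the real one, and the others gave 0 to 136 with a median of 4. The genes with the smallest p were Xist (interaction 1.55 on the log2 scale, standard error 0.152, adjusted p = 4.526e-20), Glul (1.09, standard error 0.134, adjusted p = 2.005e-12) and Egr1 (1.57, standard error 0.200, adjusted p = 1.95e-11) among those with a higher change. Among those with a lower change they were Kcnq1ot1 (-1.69, standard error 0.170, adjusted p = 2.458e-19), Meg3 (-1.14, adjusted p = 7.424e-16) and Rpgrip1 (-1.23, standard error 0.140, adjusted p = 1.363e-14). For Glul and Egr1 the 3 OIR libraries lay below the 3 normoxia libraries in WT (-0.70 and -0.67 on the log2 scale) and above them in Casp1 KO (0.41 and 0.92). For Kcnq1ot1 and Rpgrip1 they lay above in WT (0.74 and 0.52) and below in Casp1 KO (-0.93 and -0.68). Meg3 changed by 0.14 in WT, where 2 of 3 OIR libraries lay above those in normoxia, and by -0.97 in Casp1 KO, where 3 of 3 lay below. Tsix overlaps Xist, Kcnq1 overlaps Kcnq1ot1, Supt16 overlaps Rpgrip1, Teddm2 overlaps Glul, and microRNA genes overlap Meg3, so these counts are uncertain.

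The call of Xist in the interaction was lost with DESeq2 (adjusted p 0.790), with filterByExpr (0.388) and with at least 10 counts in every library (0.361), and its value went from 0.97 without WT OIR replicate 2 to 3.13 without WT OIR replicate 1. The call of Meg3 was lost with DESeq2 (0.251). The other 4 genes kept theirs under every alternative that gave a value.

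The tables argue against 4 technical causes of the 277 interaction genes as a whole. With WT normoxia replicate 2 thinned to the depth of replicate 1 there were 288 genes, 262 of them shared. Without WT OIR replicate 3, which stood apart from the other WT OIR libraries, there were 597 genes, 255 of them shared, so most calls do not rest on that library. With each library's trend with gene span taken out there were 282 genes, 259 of them shared, and with the trend with GC content of the transcript end taken out 264, 225 of them shared, where 84.8% of the 277 genes had a GC value. Fewer genes were called without WT OIR replicate 2 (174) or without Casp1 KO normoxia replicate 1 (184). What stays open is a different share of nuclear RNA between the groups, which may explain part of the genes with a lower change. A list of 24 nuclear transcripts, added after the data had been seen and holding none of the genes named above, had a median interaction of -0.43 with 20 of 24 genes lower and an unadjusted p of 1.49e-07 from camera, which compares genes, while fry, which compares libraries, gave 0.0752. The retina expresses all 24 of these genes, with more than 3 reads in every library, so the list is not specific to a fault of preparation. An effect of the genotype on the response to OIR stays open as well, and so does a difference in age or oxygen exposure, which is not stated for the pups labelled Casp1 KO.

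Between OIR and normoxia in the libraries labelled Casp1 KO, which the paper did not analyse, 1038 of 22387 genes had an adjusted p under 0.05, 584 higher and 454 lower in OIR. Of the 10 splits of these 6 libraries, 1 gave as many genes, the real one, and the others gave 0 to 11 with a median of 4; with 10 splits that share cannot go under 0.1. The 266 genes called in the same direction in WT, which share no library with these, argue against a chance assignment of the libraries as the whole cause, since no other of the 200 pairs of splits in both genotypes gave more than 24. A requirement of an absolute log2 fold change of at least 1 left 245 genes. A few genes taking most of the counts are argued against, since the 10 genes with the most reads took 7.52% to 8.33% in each library and the library size alone in place of TMM gave 1046 genes, 991 of them shared. Trends with gene span and GC content are argued against as the whole cause, with 1020 genes after the first was taken out, 921 of them shared, and 1026 after the other, 904 of them shared. Among the genes named for WT, S100a6 (2.56, standard error 0.188, adjusted p = 1.524e-38), Apln (2.51, standard error 0.321, adjusted p = 2.244e-12), Acta2 (1.92, standard error 0.390, adjusted p = 7.306e-05), Rhoj (1.18, standard error 0.152, adjusted p = 2.979e-12) and Drd4 (0.67, standard error 0.0699, adjusted p = 1.043e-18) were higher in 3 of 3 OIR libraries here too. Spc25 (-1.01, standard error 0.103, adjusted p = 9.918e-20) and Ndrg4 (-0.67, standard error 0.111, adjusted p = 2.497e-07) were lower in 3 of 3. Xist (0.15, adjusted p = 0.398) was not called. Mobp, with 0, 1 and 6 reads in normoxia and 0, 1 and 6 in OIR, was lower in 0 of 3 OIR libraries. A different share of nuclear RNA between the groups stays open and may explain part of the genes, since the list of nuclear transcripts had a median of -0.28 with 19 of 24 genes lower and an unadjusted p of 2.13e-07 from camera and 0.000883 from fry. The response to OIR stays open as a cause that the design names, beside lens tissue, which is weighed under the other observations.

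Between the libraries labelled Casp1 KO and WT in normoxia, 233 of 22480 genes had an adjusted p under 0.05, 107 higher and 126 lower in Casp1 KO, a signal in libraries the paper did not analyse. Of the 10 splits, 1 gave as many genes, the real one, and the others gave 0 to 10, a share that cannot go under 0.1. Without Casp1 KO normoxia replicate 3 there were 128 genes and without replicate 2 of that group 143. Among the genes with the smallest p were Kcnq1ot1 (0.91, standard error 0.0949, adjusted p = 4.43e-18), Gm38609 (1.69, standard error 0.194, adjusted p = 1.015e-14) and Lrrc17 (0.39, standard error 0.0459, adjusted p = 1.986e-14), each higher in 3 of 3 libraries labelled Casp1 KO, and Mobp (-5.92, standard error 0.414, adjusted p = 2.689e-42) and Mbp (-2.18, standard error 0.165, adjusted p = 6.846e-36), each lower in 3 of 3. Each of these 5 calls held under every alternative that gave a value. Fbxl13 overlaps Lrrc17 on the other strand and Gm38642 overlaps Mobp, and the reads of Mobp in Casp1 KO numbered 0, 1 and 6. The myelin genes among them are weighed under the other observations, where a list of other oligodendrocyte genes gave an unadjusted p of 0.000635 from camera in this comparison, so myelin-forming cells left on the WT retinas may explain those genes. For the rest, the greater depth of WT normoxia replicate 2 is argued against by 230 genes after thinning, 214 of them shared. A different share of nuclear RNA cannot be told apart from the genotype, since the list of nuclear transcripts had a median near 0 (0.025) with 14 of 24 genes higher and an unadjusted p of 0.0517 from camera and 0.0478 from fry. The genotype, the litter and the strain of the animals stay open.

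Between the libraries labelled Casp1 KO and WT in OIR, 131 of 22774 genes had an adjusted p under 0.05, 60 higher and 71 lower in Casp1 KO, again in libraries the paper did not analyse. Of the 10 splits, 2 gave as many genes. The other one, with 135 genes, set WT OIR replicates 1 and 2 with Casp1 KO OIR replicate 1 against WT OIR replicate 3 with Casp1 KO OIR replicates 2 and 3. That number of genes is therefore no larger than a split that parts WT OIR replicate 3 from its group gives, and a chance assignment of the libraries cannot be told apart from the genotype by the number alone, with 10 splits. Without WT OIR replicate 3 there were 815 genes, 125 of them shared, and without WT OIR replicate 2 there were 47. Without Casp1 KO OIR replicate 1, 2 or 3 there were 72, 59 or 72. The genes with the smallest p were Crygb (1.16, standard error 0.132, adjusted p = 3.821e-14), Cryge (1.27, standard error 0.159, adjusted p = 1.382e-11) and Xist (1.05, standard error 0.132, adjusted p = 1.382e-11) among the higher ones, and Rnpc3 (-0.93, standard error 0.133, adjusted p = 5.273e-09), A930013F10Rik (-1.13, standard error 0.171, adjusted p = 6.932e-08) and Hist1h1e (-0.80, standard error 0.126, adjusted p = 3.494e-07) among the lower ones. The standard error of Xist does not reflect its spread in WT OIR, where the libraries had 434, 2.95 and 120 CPM.

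Crygb, Cryge, A930013F10Rik and Hist1h1e lay beyond the WT libraries in 3 of 3 libraries labelled Casp1 KO, while Xist and Rnpc3 did so in 0 of 3, with a permutation p of 0.4 each. The call of Xist in this comparison was lost with DESeq2 (adjusted p 0.805), the likelihood ratio test (0.204), the exact test (0.238), filterByExpr (0.626), at least 10 counts in every library (0.593) and without WT OIR replicate 2 (0.231, at 0.46 on the log2 scale, against 2.63 without WT OIR replicate 1). The call of Rnpc3, which overlaps Amy1 on its strand, was lost with DESeq2 (0.326), filterByExpr (0.236) and at least 10 counts (0.206), and that of Hist1h1e, which overlaps Hist1h2be, with filterByExpr (0.0551). Crygb and Cryge are near-identical paralogs, so reads between them cannot be placed with certainty, and lens tissue as a source of both is weighed under the other observations, where lens genes other than crystallins gave an unadjusted p of 0.00013 from camera. A different share of nuclear RNA stays open and may explain part of the 131 genes, since the list of nuclear transcripts had a median of -0.37 with 23 of 24 genes lower and an unadjusted p of 2.67e-08 from camera, while fry gave 0.163.

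The reads of Casp1 ran against the labels. The 6 libraries labelled WT held 7 reads of Casp1 (2, 0 and 1 in normoxia, 0, 1 and 3 in OIR), while the 6 libraries labelled Casp1 KO, which the paper did not analyse, held 126 (45, 14 and 10 in normoxia, 22, 19 and 16 in OIR). As no WT library exceeded 3 reads, the level in the libraries labelled Casp1 KO was at least 7.5-fold higher in normoxia (adjusted p = 0.000458) and at least 5.6-fold higher in OIR (adjusted p = 0.0317), with 3 of 3 libraries above those labelled WT in each. Over both oxygen levels the adjusted p was 2.799e-06. A single mislabelled library is argued against, since the lowest level in a library labelled Casp1 KO, 2.41 CPM, lay above the highest in a library labelled WT, 0.545 CPM, and these levels, scaled by depth, argue against a difference in depth as well. What stays open are genotype labels exchanged between the groups, with 7 reads where Casp1 should be intact, and a disrupted allele that still makes the 3' end of the transcript, with 126 reads where it should be absent. These 2 cannot be told apart here, since counts per gene do not place reads within the gene and no animal of known genotype is among the libraries. A 3' end that is still made accounts for reads in the libraries labelled Casp1 KO. It does not by itself account for a level above that of the libraries labelled WT, which exchanged labels would. If the labels were exchanged, the libraries used for the paper's comparison would not be WT, and the values given at its sentences would be those of the other genotype.

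A strain segment around Casp1 may account for some differences between the genotypes. Over both oxygen levels, 82 of 24484 genes had an adjusted p under 0.05 between the genotypes, and among the genes within 10 Mb of Casp1 these were 2 of 58 (3.45%), against 77 of 23028 (0.334%) elsewhere, an odds ratio of 10.6 with p = 0.0169 in Fisher's exact test. The 2 genes, Cep126 (-0.48 on the log2 scale) and Gria4 (-0.47), both with an adjusted p of 0.0143, were chosen after their values were seen. Casp1 itself is not counted among them, and 2 genes are few, so this is a hypothesis found and tested on the same data; whether the labels are as given or exchanged, it would look the same.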

How the results depend on the processing

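In this part, the newer quasi-likelihood method of edgeR and the thinning of WT normoxia replicate 2 were chosen only after the results were seen. The changes of single genes and lists, and the counts of genes called, are given for the libraries as labelled.

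The scaling changed little. With DESeq2's size factors or the library size alone in place of TMM, each count of genes stayed within 1.5 times its value, and each of the 59 single-gene results and, for the library size, each of the 42 list results kept its direction and its side of the threshold. So did the 53 single-gene results fitted with the thinned library, while no list was tested with it, and so did the results with the replicate number as a block, except that the block lowered the WT genes with an unadjusted p under 0.05 and an absolute log2 fold change of at least 2 from 443 to 232; the cause was not tested. The numbers do not pair the libraries.

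Between OIR and normoxia in WT, the 886 genes fell to 586 with filterByExpr, all of them among the 886, which fewer genes tested can bring about, and to 309, 185 higher and 124 lower, with an absolute log2 fold change of at least 1 as a further requirement. The 443 genes became 1042 with the likelihood ratio test, 292 with the exact test and 781 with the newer quasi-likelihood method, and the 934 genes with an absolute log2 fold change of at least 1 became 1572 with the likelihood ratio test and 1506 with the newer method; the cause was not tested. With a filter on low counts they fell to 109 and 568 (filterByExpr) or to 14 and 368 (at least 10 counts in every library). The share of higher genes among them went from 71.3% and 65.6% to 56.7% and 50.8% without WT OIR replicate 2.

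In Casp1 KO, the 1038 genes between OIR and normoxia fell to 245 with an absolute log2 fold change of at least 1, by construction, and otherwise ranged from 798 to 1093. Between the genotypes in normoxia, the 233 genes became 444 with DESeq2, 148 with the likelihood ratio test and 136 with the exact test. In OIR, the 131 genes, 60 higher and 71 lower, became 82 with DESeq2, 50 higher and 32 lower, 54 with the likelihood ratio test and 50 with the exact test, and the 277 interaction genes became 181 with the likelihood ratio test; the cause was not tested. With these filters on low counts, the 131 fell to 16 (12 higher and 4 lower, filterByExpr) or 17 (12 and 5, at least 10 counts), and the 277 to 139 or 152. Genes left out of the test are not the whole cause. Xist in both comparisons and Rnpc3 among the 131 were still tested and lost their calls. The genes changed over both genotypes, 1198, ranged from 986 to 1516.

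Of the lists in WT, 15 of 21 were called with the preset correlation, 6 with an estimated correlation (1 higher and 5 lower) and 8 with fry (2 higher and 6 lower); in Casp1 KO, 11 were called, 9 with an estimated correlation and 17 with fry. The first setting changes the correlation assumed between genes, while fry compares libraries where camera compares genes. The cause of these changes was not tested.

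Leaving out 1 library at a time, with fewer samples, gave 545 (without WT normoxia replicate 1) to 1130 (without WT OIR replicate 3) genes for the 886, 321 to 427 for the 443, 825 to 921 for the 934, 704 to 866 for the 1038, and 968 to 1173 for the 1198. It gave 128 (without Casp1 KO normoxia replicate 3) to 199 for the 233, 47 (without WT OIR replicate 2) to 815 (without WT OIR replicate 3) for the 131, and 174 (without WT OIR replicate 2) to 597 (without WT OIR replicate 3) for the 277. Only the absence of WT OIR replicate 3 raised the 886, the 131 and the 277; the cause was not tested by that. The genes of Fig. 7b and the IL-8 homologs called in WT were 1 without WT normoxia replicate 3 or WT OIR replicate 1 (Cxcl14) and 2 otherwise, and the adhesion molecule and AP-1 transcripts called were 1 without any 1 of the 3 WT normoxia libraries or WT OIR replicate 1 or 2 (Vegfa), and 3 without WT OIR replicate 3 (Gapdh, Itgb1 and Vegfa). The lists called were 13 to 16 in WT and 11 in each of the 6 fits in Casp1 KO.

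Directions reversed for genes and lists whose change was near 0 or whose reads were few, none of them called in the comparison where it reversed; the cause was not tested. With the newer quasi-likelihood method, Cxcl10 went to 0.83 and Il1rl1 to -0.051. Without 1 library, Cxcl10 ranged from -4.93 to 0.34, Cxcl9 from -4.59 to 2.43 and Cxcl13 from -0.067 to 1.58, where fitted values of genes with a group at 3 reads or fewer depend on the prior count. Jund ranged from -0.18 to 0.024, Nfkbia from -0.19 to 0.35, and Gapdh from -0.61 (called without WT OIR replicate 3, adjusted p 0.0371) to 0.070. Of the lists, the median for retinal pigment epithelium in WT ranged from -0.0013 to 0.19, for lens crystallins in WT from -0.25 (called without WT OIR replicate 1) to 0.14, for rods in WT from -0.063 to -0.013, and for red blood cells in Casp1 KO from -0.090 to 0.12; for rods, camera's direction reversed without WT OIR replicate 3 while the median did not.

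Over every alternative, 43 of the 59 single-gene results kept direction and side of the threshold under all settings that gave a value. Of their 976 values, 938 did, 24 were weaker, 3 stronger and 11 reversed. Of the 42 list results, 18 did so throughout, and of their 462 values 419 did, 22 were weaker, 15 stronger and 6 reversed. Casp1 was called in 2 of 2 comparisons, also with the library size alone. For Cxcl1 in WT the adjusted p ranged from 0.385 to 0.950 over 9 other settings and from 0.609 to 0.772 over 5 fits that left out 1 library. It had no value with filterByExpr, with at least 10 counts in every library or without WT OIR replicate 1, and DESeq2 gave it no adjusted p.

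Depth limits what the data can show for genes with few reads. A count of 0 allows up to 0.131 CPM in the deepest library and 0.885 CPM in the shallowest, so for Cxcl1, Cxcl2 and Cxcl5 neither a change nor its absence can be read from these libraries.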

Differences from the paper's values

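In this part, the newer quasi-likelihood method of edgeR was chosen only after the result was seen. With TMM normalization, the quasi-likelihood test and every library, no log2 fold change compared here differed from the paper's by more than its fitted standard error. No number of genes compared differed by more than 1.5 times. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, 613 genes were higher and 321 lower in OIR, against the paper's about 780 and about 370 in Fig. 7a, read by eye. For the 9 genes whose log2 fold changes could be compared with Fig. 7c, read by eye, the paper's value lay within the standard error fitted here. That error was 2.29 for Cxcl10 and 1.37 for Cxcl13, so for such genes the check could hardly fail. Cxcl1 was not among the 9. Among the alternatives set before the data were examined, the number of higher genes differed from the paper's by more than 1.5 times with the exact test (510), filterByExpr (359), at least 10 counts in every library (227), the replicate number as a block (459), and without WT OIR replicate 1 (474) or 2 (419), and the number of lower genes with filterByExpr (209) and at least 10 counts (141). The log2 fold change differed from the paper's in Fig. 7c, read by eye, without WT OIR replicate 2 for Cxcl13 (-0.067 against about 0.7), Il18 (-0.82 against about -0.3) and Il17d (-1.30 against about -1), and without WT OIR replicate 3 for Il12a (-6.01 against about -1). For Cxcl10 (about -0.2) it differed without WT normoxia replicate 1 (0.33) or 3 (0.17) and without WT OIR replicate 1 (0.31), 2 (0.34) or 3 (-4.93). Without WT OIR replicate 3, no read of Il12a or Cxcl10 was left in OIR, so those values depend on the prior count.

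The paper states that expression of CXCL1 was increased in the hypoxic retina, from Fig. 7b and c. It also reports a rise of CXCL1 mRNA over time in hypoxia by QRT-PCR (Fig. 7d). By Western blotting it reports CXCL1 protein raised by hypoxia and lowered by VCAM-1 siRNA (Fig. 8a). The counts do not bear on those other measures. In these counts Cxcl1 had 3 reads in 1 of the 3 OIR libraries and 0 in the other 5, with an adjusted p of 0.554 and an unadjusted p of 0.146, and no fold change can be given. None of the alternatives that gave a value called Cxcl1 at an adjusted p under 0.05, with a range from 0.385 to 0.950, or at an unadjusted p under 0.05, with a lowest of 0.0728 in the likelihood ratio test. Fisher's exact test on the reads pooled within each condition gave p = 0.0303, which treats the 3 reads of 1 library as if they had been drawn from all 3.

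The paper presents the genes of Fig. 7c as significantly changed between OIR and normoxia. Of the 9 compared, 2 had an adjusted p under 0.05, Cxcl14 (-0.85 on the log2 scale, lower in 3 of 3 OIR libraries) and Il17d (-0.999, lower in 3 of 3), and Cxcl16 an unadjusted p of 0.0193 (adjusted p 0.235). Other settings reached an unadjusted p under 0.05 for further genes of Fig. 7b and c. For Cxcr4 these were DESeq2 (unadjusted p 0.0447), filterByExpr (0.0424), all 12 libraries in one fit (0.0488), without WT normoxia replicate 3 (0.0295), and the newer quasi-likelihood method (0.00743), chosen after seeing the values. Over all its settings the adjusted p of Cxcr4 ran from 0.108 to 0.693. The likelihood ratio test gave unadjusted p-values of 0.0278 for Il1b and 0.0425 for Cxcl2, with adjusted p-values of 0.286 and 0.330 in ranges that reached 0.920 and 0.950. On pooled reads, Fisher's exact test gave p = 0.000916 for Cxcl2, p = 8.898e-05 for Il1b and p = 0.00943 for Cxcr6. Over both genotypes, the unadjusted p was 0.00252 for Cxcr4 (adjusted over the list alone 0.0143), 0.0381 for Il1b and 0.0376 for Cxcl2. No setting gave Cxcl13, Cxcl10, Il18, Cxcl12 or Il12a an unadjusted p under 0.05 in the libraries labelled WT, with lowest values of 0.367, 0.230, 0.0540, 0.110 and 0.0616.

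The paper reports that hypoxia raises the protein levels of VCAM-1 and JunB in the retina. In these counts of mRNA at the same day, Junb rose by 0.74 on the log2 scale with an adjusted p of 0.0770, higher in 3 of 3 OIR libraries, and passed 0.05 with all 12 libraries in one fit (adjusted p 0.0413) and with the newer quasi-likelihood method (0.0380), chosen after seeing the values, in a range from 0.0380 to 0.315. Vcam1 changed by -0.23, lower in 2 of 3 OIR libraries, with an adjusted p of 0.782 and a range from 0.737 to 0.950.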

Other observations

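In this part, the tests on nuclear transcripts between OIR and normoxia, on the genes shared by both genotypes, on thinning, on the sex of the animals, on the Casp1 level of WT OIR replicate 3, on myelin, on the lens and on genes with few reads were chosen only after the result was seen, as were the lists of oligodendrocyte genes, lens genes other than crystallins and nuclear transcripts. Groups are named by their labels, which the reads of Casp1 contradict.

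For the 886 genes with an adjusted p under 0.05 between OIR and normoxia in WT, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and the others gave 0 to 86 with a median of 10. The same held for the 443 genes (1 of 10; others 148 to 242, median 187) and the 934 genes (1 of 10; others 241 to 431, median 280) at an unadjusted p under 0.05 with an absolute log2 fold change of at least 2 or 1. It also held for the genes of Fig. 7b and the IL-8 homologs (2 called; 1 of 10; others 0), the adhesion molecule and AP-1 transcripts (2 called; 1 of 10; others 0 to 1) and the lists of genes (15 called; 1 of 10; others 2 to 11, median 5). With 10 splits the share cannot go under 0.1, so for the 443 and 934 genes, the named genes and the lists a chance assignment of the libraries cannot be told apart from OIR by these counts alone. For the 886 genes it is argued against as the whole cause by the 266 genes called in the same direction in Casp1 KO. At the thresholds without adjustment, the other splits gave 187 and 280 genes in the median, so a large part of the 443 and 934 genes may come from chance. Thinning and the trends with gene span and GC content did not explain the 886 genes as a whole. With WT normoxia replicate 2 thinned to the depth of replicate 1 there were 877 genes, 835 of them shared, after taking out each library's trend with gene span 864, 814 of them shared, and after taking out that with GC content 871, 811 of them shared. Genes on the X or Y chromosome made up 30 of the 863 called genes with a known position, 27 on X and 3 on Y, and the share on X was 3.13% against 3.27% of the genes tested (Fisher's exact test, p = 0.922). A different share of nuclear RNA stays open and may explain part of the genes, since the list of nuclear transcripts had a median of 0.15 with 18 of 24 genes higher and an unadjusted p of 0.0443 from camera, while fry gave 0.490. A batch that follows the groups stays open, beside the response to OIR.

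The mouse genes of the proteins that the paper measures or mentions are called the adhesion molecule and AP-1 transcripts here; Itga4, Itgb1, Ccl2, Tnf and Il1rl1 are among those it only mentions. Of 22, 21 had reads in WT and 14 of these had a higher and 7 a lower fitted level in OIR. Vegfa (0.84 on the log2 scale, standard error 0.145, adjusted p = 1.513e-06) and Itgb1 (0.56, standard error 0.155, adjusted p = 0.0123) were called, each higher in 3 of 3 OIR libraries. Itgb1 was not called without any 1 of the 3 normoxia libraries or without OIR replicate 1 or 2, with adjusted p-values up to 0.0993. Junb rose from 16.2 ± 2.73 CPM (SD, n = 3) to 27.1 ± 3.61 (0.74, standard error 0.253, adjusted p = 0.0770), higher in 3 of 3, and passed 0.05 when adjusted over the list alone (0.0244). Vcam1 went from 13.7 ± 1.88 CPM (SD, n = 3) to 11.8 ± 0.865 (-0.23, standard error 0.320, adjusted p = 0.782). Itga4 (0.49), Jun (0.28), Jund (-0.08), Fos (-0.25), Il33 (-0.19) and Gapdh (-0.21) were not called; Gapdh was without OIR replicate 3 (-0.61, adjusted p = 0.0371), and its sign turned without OIR replicate 1 (0.070), as did that of Jund without OIR replicate 3 (0.024). Leaving out 1 library moved Vcam1 to between -0.30 and -0.12, Jun to between 0.11 and 0.41 and Il33 to between -0.33 and -0.092, without a call. At an unadjusted p under 0.05 there were 4 genes, Vegfa, Junb, Itga4 and Itgb1. Icam1 had 4, 2 and 0 reads in normoxia and 0, 4 and 7 in OIR, Sele 0, 0 and 0 against 0, 2 and 2, and Fosl1 had 0 in each library. Among others, Prdx2 overlaps Junb, Gm43109 overlaps Vcam1 and Iffo1 overlaps Gapdh on the other strand, so these counts are uncertain. Gapdh had a mean of 51.9 CPM in WT normoxia, below the 87.1 CPM of Vegfa. How reads that match several places were handled is not given, so its counts say little about its use as a reference in QRT-PCR.

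In Casp1 KO, 5 of the 20 of these genes with reads were called between OIR and normoxia, each higher in 3 of 3 OIR libraries: Junb (1.698, standard error 0.239, adjusted p = 3.088e-10), Vegfa (0.96, standard error 0.119, adjusted p = 4.71e-13), Nfkbia (0.75, standard error 0.115, adjusted p = 1.263e-08), Jun (0.60, standard error 0.140, adjusted p = 0.00102) and Jund (0.54, standard error 0.104, adjusted p = 2.419e-05). Adjusted over the list alone there were 8, and 9 at an unadjusted p under 0.05. Vcam1 changed by -0.07 (standard error 0.296, adjusted p = 0.941). The difference between the genotypes in this response was tested as an interaction, and none of the genes was called. Jund came closest (0.60, standard error 0.175, adjusted p = 0.0530), and Junb had 0.94 (standard error 0.347, adjusted p = 0.226, adjusted over the list alone 0.0299). At an unadjusted p under 0.05 there were 5, Junb, Jund, Fos, Nfkbia and Itgb1, and the same 5 passed over the list alone. Between the genotypes, Fos was lower in Casp1 KO in normoxia (-1.12, standard error 0.199, adjusted p = 8.633e-06, 3 of 3 libraries), and in OIR 0 genes were called, 3 at an unadjusted p under 0.05 and 1 over the list alone, Nfkbia. Over both genotypes, 5 genes were called between OIR and normoxia: Vegfa, Junb (1.19, standard error 0.180, adjusted p = 6.039e-09), Jun, Fosl2 and Nfkbia.

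Of the genes of Fig. 7b and the IL-8 homologs, 16 had reads in Casp1 KO and 0 were called between OIR and normoxia, with a lowest adjusted p of 0.139 and 2 genes at an unadjusted p under 0.05, Cxcr4 (2.02, higher in 3 of 3 OIR libraries) and Il17d (-0.60, lower in 3 of 3). Between the genotypes 0 were called in normoxia (1 at an unadjusted p under 0.05, Cxcl14) and 0 in OIR (0 at an unadjusted p under 0.05), and in the interaction 0 (1, Cxcl16). Over both genotypes Cxcl14 (-0.59, adjusted p = 0.000906) and Il17d (-0.80, adjusted p = 0.000369) were called between OIR and normoxia, with Cxcr4 as well over the list alone (1.82, 0.0143), and 5 at an unadjusted p under 0.05. Cxcl1 had 0 reads in the 6 libraries labelled Casp1 KO. Cxcl2 had 2 reads in Casp1 KO OIR replicate 3, Cxcl5 1 read in Casp1 KO OIR replicate 2 and Cxcr1 4 reads in Casp1 KO OIR replicate 1. For Cxcl1 over both genotypes the adjusted p was 0.505, from 0.486 to 0.926 over 6 other settings and from 0.540 to 0.683 over 11 fits that left out 1 library, and a permutation of OIR within each genotype, 6 libraries against 6, gave p = 1 over 400 permutations, a value that is fixed when the reads lie in 1 library and so tests nothing.

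Over both genotypes, 1198 genes had an adjusted p under 0.05 between OIR and normoxia, 569 higher and 629 lower. Of 50 splits, the real one included, 1 gave as many, the real one, and the others gave 0 to 397 with a median of 18. The 886 genes of WT and the 1038 of Casp1 KO, which share no library, had 290 genes in common among the 20756 tested in both, where chance gives 44.3, and 266 of the 290 changed in the same direction. Of the 200 pairs of a WT split with a Casp1 KO split, in both orientations, only the real pair gave as many, and the others gave at most 24 with a median of 0, which argues against a chance assignment of the libraries in both genotypes. With the Casp1 KO split held at the real one, 1 of 20 pairs gave as many. Of the 886, 686 (77.4%) changed in the same direction in Casp1 KO, with a correlation of the log2 fold changes of 0.452.

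Of the 21 lists of genes, 15 were called between OIR and normoxia in WT, and 11 in Casp1 KO. Medians are log2 fold changes over the genes tested and adjusted p-values are over the lists, from camera. Higher in WT were the reactivity of Muller glia (1.59, 11 of 11 genes higher, adjusted p = 1.145e-24), endothelial tip cells (1.36, 12 of 13, adjusted p = 1.67e-08), red blood cells (1.14, 5 of 6, adjusted p = 0.00111), Y chromosome genes (0.89, 4 of 4, adjusted p = 4.374e-05), interferon response (0.49, 7 of 9, adjusted p = 0.0418), pericytes (0.48, 6 of 8, adjusted p = 0.0254), cell cycle (0.42, 9 of 9, adjusted p = 0.00227), microglia and macrophages (0.42, 15 of 17, adjusted p = 0.000665) and hypoxia response (0.20, 19 of 25, adjusted p = 0.0122). Lower were amacrine cells (-0.72, 12 of 14, adjusted p = 6.763e-10), retinal ganglion cells (-0.57, 13 of 13, adjusted p = 1.979e-15), bipolar cells (-0.38, 15 of 16, adjusted p = 0.000177), horizontal cells (-0.36, 7 of 8, adjusted p = 0.00227), Muller glia (-0.36, 10 of 13, adjusted p = 4.226e-06) and cholesterol synthesis (-0.31, 14 of 16, adjusted p = 0.000257). Not called were endothelial cells (0.55, adjusted p = 0.109), immediate early genes (0.29, adjusted p = 0.267), retinal pigment epithelium (0.14, adjusted p = 0.868), cones (0.064, adjusted p = 0.794), rods (-0.023, adjusted p = 0.624) and lens crystallins (-0.064, adjusted p = 0.496). Only the reactivity of Muller glia, Muller glia, bipolar cells, amacrine cells, retinal ganglion cells and cholesterol synthesis were called both with an estimated correlation and with fry, and these 6 were also called in each fit that left out 1 library, with medians that moved by less than 1.5 times.

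For the other lists in WT except endothelial tip cells, horizontal cells and immediate early genes, single libraries moved the median by more than 1.5 times or changed the call. Without OIR replicate 3 the median of endothelial cells was 1.18 (adjusted p = 0.000345), of pericytes 0.79, of microglia and macrophages 0.78, of cell cycle 1.13, and of lens crystallins 0.14. Without OIR replicate 2 it was 0.35 for endothelial cells, 0.21 for pericytes (adjusted p = 0.154), 0.63 for microglia and macrophages, 0.70 for red blood cells, 0.52 for Y chromosome genes, 0.29 for interferon response and 0.14 for hypoxia response (adjusted p = 0.0770). Without OIR replicate 1 it was 0.070 for interferon response (adjusted p = 0.157) and -0.25 for lens crystallins (adjusted p = 0.00572), and pericytes lost their call at a median of 0.45. Without normoxia replicate 1, 2 or 3 cell cycle had 1.01, 1.05 or 1.10, and endothelial cells were called without replicate 1 (0.82) and 2 (0.58). Without normoxia replicate 1 microglia and macrophages had 0.90 and interferon response 0.29, and without replicate 2 hypoxia response had 0.31. Without normoxia replicate 3 lens crystallins had -0.15. The medians of rods, cones and retinal pigment epithelium stayed between -0.063 and 0.19 and were not called without any library. Many of these genes are expressed by the retina in each library, with more than 3 reads throughout for 16 of 16 of bipolar cells, 17 of 17 of rods, 12 of 12 of cones, 8 of 8 of horizontal cells, 13 of 13 of Muller glia, 13 of 14 of amacrine and of retinal ganglion cells, 12 of 13 of retinal pigment epithelium, 16 of 17 of lens crystallins and of cholesterol synthesis, 22 of 28 of hypoxia response, 8 of 11 of pericytes, 11 of 17 of immediate early genes, 11 of 18 of endothelial tip cells, 10 of 17 of the reactivity of Muller glia, 10 of 18 of microglia and macrophages, 9 of 18 of endothelial cells, 5 of 9 of red blood cells, 6 of 18 of cell cycle, 5 of 17 of interferon response and 4 of 4 of Y chromosome genes. Rlbp1 is on the lists of Muller glia and of retinal pigment epithelium, Tfap2b on those of amacrine and of horizontal cells, and Gpr37 on those of Muller glia and of oligodendrocytes.

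In Casp1 KO, higher were the reactivity of Muller glia (1.37, 12 of 12 genes higher, adjusted p = 1.884e-25), lens crystallins (0.90, 16 of 16, adjusted p = 1.786e-33), microglia and macrophages (0.87, 10 of 12, adjusted p = 0.000323), immediate early genes (0.72, 11 of 12, adjusted p = 6.111e-06), endothelial tip cells (0.68, 11 of 13, adjusted p = 5.215e-05), retinal pigment epithelium (0.53, 11 of 12, adjusted p = 5.83e-11), hypoxia response (0.44, 22 of 25, adjusted p = 4.489e-13) and Muller glia (0.17, 8 of 13, adjusted p = 0.00275). Lower were retinal ganglion cells (-0.86, 13 of 13, adjusted p = 3.251e-36), Y chromosome genes (-0.65, 4 of 4, adjusted p = 0.0109) and cholesterol synthesis (-0.45, 15 of 16, adjusted p = 5.976e-06). Not called were pericytes (0.42, adjusted p = 0.201), interferon response (0.42, adjusted p = 0.133), endothelial cells (0.36, adjusted p = 0.0596), cell cycle (0.30, adjusted p = 0.502), horizontal cells (0.18, adjusted p = 0.187), bipolar cells (0.13, adjusted p = 0.1345), cones (0.12, adjusted p = 0.502), rods (0.067, adjusted p = 0.158), red blood cells (0.015, adjusted p = 0.680) and amacrine cells (-0.038, adjusted p = 0.187). Of the 10 splits, 1 gave as many lists, the real one, and the others gave 2 to 9 with a median of 6, a share that cannot go under 0.1, and a good part of such a number can arise without OIR. Of the 11, Muller glia and Y chromosome genes were not called with an estimated correlation, and Muller glia moved from 0.087 without normoxia replicate 3 to 0.28 without normoxia replicate 2. The median of microglia and macrophages was 1.31 without normoxia replicate 1 and 0.53 without OIR replicate 2, and hypoxia response, lens crystallins and the others called moved by less than 1.5 times. Of the lists that were not called, pericytes went from 0.22 without OIR replicate 2 to 1.19 without normoxia replicate 3, interferon response from 0.14 without OIR replicate 2 to 0.67 without normoxia replicate 2, cell cycle from 0.091 without OIR replicate 3 to 0.60 without normoxia replicate 3, amacrine cells from -0.15 without OIR replicate 3 to 0.0046 without normoxia replicate 2, and red blood cells from -0.090 without normoxia replicate 2 to 0.12 without OIR replicate 1. Without OIR replicate 2 endothelial cells had 0.16, cones 0.029, rods 0.12 and horizontal cells 0.34, and without normoxia replicate 1 bipolar cells had 0.083. Among the lists that differed between the genotypes in the interaction were Muller glia (0.74, adjusted p = 5.944e-12), bipolar cells (0.55, adjusted p = 1.934e-06) and amacrine cells (0.58, adjusted p = 1.934e-06). Others were horizontal cells (0.57, adjusted p = 4.354e-05), lens crystallins (0.96, adjusted p = 6.036e-18) and retinal pigment epithelium (0.38, adjusted p = 1.934e-06). Red blood cells (-1.26, adjusted p = 0.00192) and Y chromosome genes (-1.50, adjusted p = 1.766e-08) differed too, while retinal ganglion cells did not (-0.11, adjusted p = 0.228). In normoxia, Muller glia (-0.36), bipolar (-0.45), amacrine (-0.26) and horizontal cells (-0.35) were already lower in Casp1 KO than in WT, with adjusted p up to 0.000205. In OIR their medians were 0.14, 0.12, 0.19 and 0.22, so part of their interaction lay in normoxia. Lens crystallins and retinal pigment epithelium were called between the genotypes in OIR (1.09 and 0.51), not in normoxia.

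WT OIR replicate 3 stood apart from the other WT OIR libraries, with a chi-square per degree of freedom of 14.0 and 13.2 against replicates 1 and 2, where the other pairs within a group had 3.48 to 9.34. A mislabelled Casp1 KO OIR library is argued against, since its Casp1 level of 0.545 CPM lay below the 2.41 CPM of the lowest library labelled Casp1 KO. Trends with gene span and GC content are argued against, since the rank correlations of its deviation with them, -0.0766 and 0.0408, were no larger than those of other libraries, which reached 0.107 and 0.150 in size. A lower share of nuclear RNA may explain part of it. The list of 24 nuclear transcripts had a median deviation of -0.687 on the log2 scale, with 21 of 24 genes lower, below each of 10000 random lists matched on expression. The retina expresses all 24 in each library. Whether the animal or the preparation differed was not tested.

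Of 5 myelin genes, Mbp, Mobp, Mag, Mal and Cldn11, chosen after their values were seen, the summed level was 192, 165 and 162 CPM in WT normoxia, against 32.4 to 34.7 in WT OIR and 21.2 to 25.2 in the 6 libraries labelled Casp1 KO. A difference in depth is argued against, since the lowest WT normoxia library, at 162 CPM and scaled by depth, lay far above the highest of the other groups. Myelin-forming oligodendrocytes of the optic nerve left on the WT normoxia retinas may explain it. A list of 13 other oligodendrocyte genes was lower in Casp1 KO than in WT in normoxia, with an unadjusted p of 0.000635 from camera (median -0.72, 6 of 7 genes tested lower), and lower in WT OIR than in WT normoxia, with an unadjusted p of 0.00113 (median -0.59, 6 of 8 lower). The medians were the same with the 1 gene whose reads were at the floor in a group set to its bound. Mean levels in WT normoxia, WT OIR, Casp1 KO normoxia and Casp1 KO OIR were 31.7, 25.0, 16.5 and 21.7 CPM for Cnp, 4.73, 1.03, 0.241 and 0.592 for Bcas1, 3.19, 0, 0 and 0.292 for Olig2, and 74.6, 55.7, 65.5 and 73.5 for Gpr37. The list is not specific, as 4 of its 13 genes have more than 3 reads in every library, Gpr37 is on the list of Muller glia too, and the retinas of the other groups express Cnp as well. An effect of OIR and of the genotype on myelin stays open, untested, since the WT normoxia group alone differs.

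The crystallins were higher in Casp1 KO OIR than in WT OIR. Reads shared between the gamma-crystallin paralogs are argued against as the whole cause, since 8 of 8 alpha- and beta-crystallins were higher too, 7 of them called, with a median log2 fold change of 0.91, beside 8 of 8 gamma-crystallins, 7 of them called, with 1.14. Summed levels were 1134 to 1274 CPM of gamma-crystallins in Casp1 KO OIR against 319.5 to 760 in WT OIR. Lens tissue left on the retinas may explain it. Of 10 lens genes other than crystallins, 5 were tested and 4 were higher, with an unadjusted p of 0.00013 from camera and 0.00317 from fry (median 0.97). Mean levels in WT OIR and Casp1 KO OIR were 5.61 and 17.2 CPM for Bfsp2, 2.34 and 8.19 for Lim2, 10.3 and 15.6 for Bfsp1, and 0 and 0.206 for Mip. The list of lens crystallins holds 4 of these 10 genes, Bfsp1, Bfsp2, Lim2 and Mip, so the 2 lists are not independent, and the retina expresses 3 of the 10 with more than 3 reads in each library. Genes of the retinal pigment epithelium, chosen after their values were seen, were higher as well, with 504 and 724 CPM for Ttr and 86.0 and 121 for Rgr, so a difference in dissection would have to bring both tissues. An effect of the genotype in OIR stays open, untested.

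Y chromosome genes and Xist differed between libraries. Over the 12 libraries the level of Xist ran against the sum of 4 Y chromosome genes, with a Spearman correlation of -0.608 (permutation p = 0.0401) and a Pearson correlation of -0.841 (permutation p = 0.00201), so a different mix of male and female animals may explain it. Xist had 2.95 CPM in WT OIR replicate 2 and 120 in replicate 3, against 339.5 to 520 in the others, and the Y chromosome genes had 265 and 146. Without these 2 libraries the Pearson correlation was -0.282, so the relation rests on them. The methods state that male and female pups were used, without giving the sex for each library. Apart from WT OIR replicate 2, each library held Xist at 120 CPM or more and Y chromosome genes at 73.1 to 146 CPM. Tissue of both sexes in 1 library would give that, so a library may hold more than 1 animal. Whether libraries of a group share animals is not stated, so their independence is not known. A fall of Xist in OIR with another cause was not tested.

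Where a gene had few reads, they gathered in single libraries. Of 569 genes with 3 reads over the 12 libraries, 60.5% held all 3 in 1 library, where scatter by depth gives 3.11%, and of 394 genes with 6 reads 24.4%, against 0.0792%. Copies of few molecules made in amplification may explain it, which these shares alone do not test. Expression that differs between animals cannot be told apart from that, since only the deepest library held more genes with 7 reads (176) than with 4 (122), and the number fell from 4 to 7 reads in the others. The 3 reads of Cxcl1, in 1 OIR library, are such a case, and the number of molecules behind them cannot be told from counts.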
